# A systems-based approach to uterine fibroids identifies differential splicing associated with abnormal uterine bleeding

**DOI:** 10.1038/s43856-025-01051-x

**Published:** 2025-07-31

**Authors:** Chen-Yi Wang, Martin Philpott, Darragh P O’Brien, Anne Ndungu, Jessica Malzahn, Marina Maritati, Neelam Mehta, Vicki Gamble, Beatriz Martinez-Burgo, Sarah Bonham, Roman Fischer, Kurtis Garbutt, Christian M. Becker, Sanjiv Manek, Adrian L. Harris, Frank Sacher, Maik Obendorf, Nicole Schmidt, Jörg Müller, Thomas M. Zollner, Krina T. Zondervan, Benedikt M. Kessler, Udo Oppermann, Adam P. Cribbs

**Keywords:** Epistasis, Endometrial cancer, High-throughput screening

## Abstract

**Background:**

Uterine fibroids (UFs), benign tumours prevalent in up to 80% of women of reproductive age, are associated with significant morbidity, including abnormal uterine bleeding, pain and infertility. Despite identification of key genomic alterations in *MED12* and *HMGA2*, the pathogenic mechanisms underlying UFs and heavy menstrual bleeding (HMB) remain poorly understood.

**Methods:**

To correlate systematically genetic, transcriptional and proteomic phenotypes, we conducted an integrative multi-omic approach utilising targeted DNA sequencing, RNA sequencing and proteomic methodologies, encompassing fibroid, myometrium, and endometrium tissues from 91 patients.

**Results:**

In addition to confirming the presence of *MED12* mutations, we identify variants in *AHR* and *COL4A6*. Multi-omic analysis of endometrium identifies latent factors that correlate with HMB and fibroid presence with driver mutations of *MED12*, *AHR*, and *COL4A6*, which are associated with pathways involved in angiogenesis, extracellular matrix organisation and RNA splicing. We propose a model, supported by in vivo evidence, where altered signalling of *MED12*-mutated fibroids influences RNA transcript isoform expression in endometrium, potentially leading to abnormal uterine bleeding.

**Conclusions:**

This study presents a comprehensive integrative approach, revealing that genetic alterations in UF may influence endometrial function via signalling impacts on the RNA splicing mechanism. Our findings advance the understanding of complex molecular pathways in UF pathogenesis and UF-associated endometrial dysfunction, offering insights for targeted therapeutic development.

## Plain language summary

Uterine fibroids are common benign non-cancerous tumours that grow in the womb and affect many women, often causing pain, heavy menstrual bleeding and problems with fertility. Genes are made up of DNA and are inherited. They provide instructions for making proteins and RNA, other molecules within the body. It is known that certain genes are associated with people having fibroids, but how fibroids cause symptoms like heavy menstrual bleeding is still unclear. We examined fibroid and endometrial tissues from 91 women and looked at the DNA, protein and RNA present. We found changes in fibroid tissues and discovered that these changes may also affect nearby endometrial tissues, which line the womb. This can alter how genes and proteins are expressed and may explain why bleeding occurs. These findings provide new insight into how uterine fibroids affect the body and may help develop better treatments to manage symptoms and improve women’s health in the future.

## Abstract (web summary)

Wang, Philpott et al. perform integrative genomic, transcriptomic and proteomic analyses across fibroid, myometrium, and endometrium tissues to uncover mechanisms underlying uterine fibroid (UF) associated heavy menstrual bleeding. Signalling from MED12-mutated fibroids alters RNA splicing events in the endometrium.

## Introduction

Human uterine fibroids (UF), also known as uterine leiomyoma, are benign tumours of the uterus that affect a large population of women of reproductive age. They are particularly prevalent in black women in the United States, with an incidence of approximately 80% for those aged between 35 and 49, compared to 70% in white women of the same age group^1^. UFs interfere with normal uterine function, and in more than half of cases can cause distressing symptoms such as heavy menstrual bleeding (HMB), pelvic pain, urinary incontinence, and/or infertility^2^. Despite the high prevalence of the condition, treatment options are hindered by the broad range of clinical manifestations. Symptomatic UFs are treated either by therapeutic interventions due to UF-growth dependence on female sex-steroid hormones, including selective progesterone receptor modulators (SPRM) such as Ulipristal acetate (UPA) and gonadotropin-releasing hormone (GnRH) agonist therapy^3–5^, or by surgery, including hysteroscopic/laparoscopic myomectomy, embolization, hysterectomy^6^. In the United States alone, UFs are cited to be the cause of over 50% of hysterectomies^7^, and direct costs for their treatment have been estimated to be between $4–9 billion annually^8^. Irregular heavy menstrual bleeding (HMB; or AUB, abnormal uterine bleeding) is the most common symptom, affecting up to 46% UF patients^9^. HMB significantly impacts quality of life as a result of concurrent pain, anaemia, mood swings, and potential social embarrassment^10–12^. Despite its prevalence, the molecular mechanism linking UFs to HMB remains poorly understood, limiting targeted treatment options^12^.

Mutually exclusive driver mutations in the mediator subunit 12 (*MED12*)^13^ and high-mobility group AT-hook 2 (*HMGA2*)^14^ genes occur in ~90% of UF cases. Med12 forms part of the Mediator Complex, which regulates transcription initiation and elongation by RNA polymerase II^15^, while Hmga2 protein binds to, and alters the structure of DNA, promoting assembly of protein complexes that regulate transcription^16^. Other genetic contributors to UF include inactivation of fumarate hydratase (*FH*), a key enzyme of the Krebs cycle that promotes hypoxia when mutated^17,18^, and dysregulation of the aryl hydrocarbon receptor (*AHR*), which influences extracellular matrix (ECM) formation and TGF-β signalling^19^. Additionally, deletion of the collagen genes *COL4A5* and *COL4A6* has been linked to familial UF cases^14,20^. However, how these mutations contribute to the development of UFs and associated symptoms are not yet fully understood.

Several studies have investigated the UF mechanism, primarily using microarrays to compare myometrium and fibroid, although the sample size of these early studies was limited^21–28^. Recent studies, such as Mehine et al.^20^ for example, analysed 60 UFs with different genetic drivers (e.g., *MED12* mutations, *HMGA2* rearrangements, *FH* inactivation), revealing distinct pathway alterations in Wnt, prolactin, and IGF-1 (insulin-like growth factor 1) signalling. Proteomic approaches, despite small sample sizes of cohorts, have highlighted roles for apoptosis, inflammation, and cytokine regulation in the development of UFs. Collectively, these studies suggest UF development is linked to ECM, WNT-β-catenin and TGF-β3 signalling pathways^29–32^.

In this study, we applied multi-omic approach of endometrium, myometrium and fibroid tissues from 73 UF and 18 non-UF patients to investigate the molecular mechanism underlying UF pathology and associated HMB. We identified key genomic alterations that provide insight into UF development. Integration of multi-omic factor analyses highlight the contribution of ECM dynamics and RNA splicing to UF-associated endometrial dysfunction. Differential transcript usage and single-cell transcriptomic profiling consistently point to aberrant TGF-β signalling and its role in modulating alternative splicing in the UF-affected endometrium. Our study provides insights into the molecular mechanism underlying uterine fibroid (UF), particularly in relation to heavy menstrual bleeding (HMB).

## Methods

### Patient samples and tissue collection

Fibroid, myometrium, pseudocapsule and endometrium tissues were collected from 137 donors undergoing hysterectomy, myomectomy or TransCervical Resection of Fibroids (TCRF) at the John Radcliffe Hospital, Oxford, in accordance with ENDOX study guidelines (09/H0604/58). All experimental protocols were approved by the local Research Ethics Committee (National Health Services (NHS) Research (NRES) Committee South Central-Oxford). Informed written consent was provided by patients participating in the study. In all cases, UF diagnosis was confirmed surgically and by histology. HMB status and use of hormone therapy was established from clinical notes and donor questionnaires. Menstrual cycle phase was determined by histopathology of the endometrium. Tissue samples were collected immediately after surgery, snap frozen in liquid nitrogen, and stored at −80 °C. The majority of the fibroid samples analysed were from the central region. However, pseudocapsule tissue was available in a limited number of patients, and where present, it was included in the study. Samples collected by TCRF tended to be of poor quality and yielded little or no endometrium, as did myomectomies, and surgeries performed by morcellation could not be reliably separated into individual tissue types. Overall, tissues from 91 donors were retained for this study and deemed suitable for this study.

### SureSelect targeted sequencing

DNA for SureSelect assays and SNP arrays was purified from fresh frozen samples stored at −80 °C using a PureLink Genomic DNA Kit (Invitrogen) according to the manufacturer’s instructions for mammalian tissue. Eluted DNA was quantified by NanoPhotometer (Implen) and stored at −20 °C until further use. Approximately 100 ng of each DNA sample was used to create Illumina sequencing libraries using a NEBNext Ultra II FS DNA Library Prep Kit (New England Biolabs (NEB), E7805S). After PCR amplification with index primers, targeted DNAs were captured and enriched by SureSelect XT HS Target Enrichment Kit ILM Hyb Module according to the manufacturer’s instructions (Supplementary Data 5, Agilent). Indexed libraries were quantitated by high-sensitivity DNA ScreenTape assay for TapeStation (Agilent), pooled at equimolar concentration, and sequenced on a NextSeq 500 to an average of ~8 million reads/sample. Reads were initially assessed for quality using FastQ Screen v0.14.0, FastQC v0.11.9 and MultiQC v1.5.dev0. Raw reads of each sample were mapped to hg38 using BWA v0.7.17 and merged into a single bam file. For SNPs and small insertions/deletions (indels), variant calling was performed using mpileup provided in bcftools v1.9^33^ using human genome GRCh38, with default Bayesian genotype likelihood-based models and the parameters of minimum mapping quality as 20 and minimum base quality as 30, to detect variants. A likelihood ratio test was used to infer the probability of a variant at each site, and the QUAL score (phred-scaled *p*-value for the null hypothesis of no variant) was used to assess confidence. Sites with QUAL ≥ 50 (corresponding to 99.999% confidence) were considered as candidate variants. Variant annotation, effect prediction and associated phenotypes were performed by SnpEff^34^ and Ensembl Variant Effect Predictor^35^.

### Bulk RNA-sequencing

Tissue samples stored at −80 °C were cryomilled with Trizol without allowing the tissue to thaw. Briefly, one stainless steel end cap was inserted into a polycarbonate cylinder and precooled in liquid nitrogen along with the other cap and impactor. On dry ice, the impactor, 1.6 mL of Trizol, and the tissue sample were added to the cylinder, which was capped and placed in the cryomill. The procedure was performed for 3 cycles of 2 min. Once completed, samples were transferred to a 50 mL centrifuge tube pre-chilled on dry ice. When processing multiple samples, tubes were kept on dry ice or stored at −80 °C prior to downstream batch processing. Sample tubes were placed in a 37 °C water bath until thawed, vortex mixed, aliquoted into 1.5 mL centrifuge tubes and stored at −80 °C if not proceeding immediately to RNA extraction. RNA extraction was performed using a Direct-zol RNA miniprep kit (Zymo Research) and on-column DNAse I digest, according to the manufacturer’s instructions. Eluted RNA was quantified by NanoPhotometer (Implen), quality checked by high-sensitivity RNA ScreenTape assay for TapeStation (Agilent), and stored at −80 °C until further use. RIN values generally ranged between 3 to 5, typical of tissue samples, but suggesting some 3’ bias would be observed in the RNAseq.

Approximately 100 ng of each RNA sample was used to create Illumina sequencing libraries using a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs) according to the manufacturer’s instructions. Indexed libraries were quantitated by high sensitivity DNA ScreenTape assay for TapeStation (Agilent), pooled at equimolar concentration, and sequenced on a NextSeq 500 to an average of ~20 million reads/sample.

### Analysis of bulk RNA-sequencing

Reads were initially assessed for quality using FastQ Screen v0.14.0, FastQC v0.11.9 and MulitQC v1.5.dev0. Raw reads of each sample were then merged into a single file and pseudo-aligned to the human genome hg38 with Kallisto 0.46.0. The samples with alignment rate lower than 60% were excluded from downstream analysis. Using the count matrix produced by Kallisto, differential expression analysis was performed by DESeq2 v1.35.0^36^ for comparisons with the clinical factors such as cycle phase, HMB, *MED12* status, and the technique factor like batch effect. Functional analysis, including gene set enrichment analysis (GSEA) and over-representation analysis (ORA) was done by R packages clusterProfiler 4.2.2^37,38^. For differential transcript usage analysis, raw reads of the samples were pseudo-aligned to gencode.v29.annotation.gtf by Kallisto, and the output abundance files were imported by tximport^39^ and then analysed by DRIMSeq^40^ and stageR^41^. Genes with differential transcript usage that passed the filter (*p* < 0.05 in DRIMSeq and then 5% overall FDR in stageR) were included in the final output of DTU analysis. Downstream analysis, including sequence alignment, conserved domain search, predicted protein structure of encoded protein isoforms, was performed using the tools msa^42^, ragp^43^, and AlphaFold 3^44^, respectively.

### Uterine fibroid protein extraction

Frozen UF samples were cryomilled on liquid nitrogen in 1.6 mL of a lysis buffer comprising 6 M urea, 2 M Thiourea, 50% RIPA, 4% SDS, 100 mM DTT, and supplemented with protease and phosphatase inhibitors. To release protein bound to RNA and DNA, 1 μL of benzonase nuclease was added to 500 µL of each thawed sample and incubated on ice for 20 min. Due to the inherent toughness of the UF tissue samples, each was subjected to three rounds of bead beating for 2 min at 4 °C for maximum tissue disruption. Samples were then spun down for 5 min at 10,000 *g* and 4 °C. The supernatant was diluted (1:5) in water to achieve a final DTT concentration of 20 mM. Reduced samples were alkylated by adding IAA to a final concentration of 40 mM and incubated at room temperature for 1 hour in the dark. To remove SDS and other contaminants, all samples were subjected to a protein extraction procedure of alternating washes in methanol, chloroform and water. To maximise protein recovery, precipitated pellets were resuspended in 500 µL of 100 mM TEAB buffer, sonicated on ice for 5 min in a water bath, and vortexed at room temperature for 30 min. The protein content of each UF sample was then determined using a standard BCA assay.

### Sample digestion, clean-up, and TMT-labelling

Samples were digested in a 96-well format using the SMART Digest kit provided by Thermo Fisher Scientific. Briefly, 150 µg of each lyophilized UF sample was resuspended in 50 µL of 100 mM TEAB and added to 150 µL of the accompanying SMART Digest buffer. Frozen SMART Digest PCR strips containing immobilized trypsin beads were thawed and spun down at 1000 g for 1 min, and at 4 °C. Samples (200 µL) were transferred into the appropriate PCR tube and incubated on a heated shaker for 180 min at 70 °C and 1400 *g*. Upon completion, samples were spun down at 1000 g for 1 min. UF digests were cleaned-up with the aid of a vacuum manifold using the SOLAμ Solid-Phase Extraction (SPE) Plates provided with the kit. Samples were loaded in a 1:1 ratio (v:v) with 0.1% TFA, followed by one wash with 0.1% TFA. Peptides were eluted with 70% ACN into a 96-well collection plate and lyophilised to completion. For TMT-labelling, samples (~150 µg) were resuspended in 100 µL of 100 mM TEAB. Approximately 10% of each sample was removed for the preparation of global pooled samples. For this, two concentrations were prepared to be included in each TMT 10plex labelling reaction, one undiluted pool of all samples (1X Pool), and a five times diluted pool samples (5X Pool). Immediately before use, TMT label reagents were equilibrated to room temperature. To each 0.8 mg vial, 82 μL of anhydrous acetonitrile was added and the reagent allowed to dissolve for 5 min with occasional vortexing, before being gently centrifuged to gather the solution. For each TMT labelling reaction, 41 μL of the TMT label reagent was added to each 100 μL of UF sample. The reaction was allowed to proceed for 1 hour at room temperature before being quenched for 15 min with 8 μL of a 5% hydroxylamine solution. For each TMT 10plex experiment, an equivalent volume (140 μL) of sample was combined, resulting in a total protein amount of approximately 1.5 mg in a final volume of 1.4 mL. Each concatenated sample was desalted on a C18 solid-phase extraction cartridge (Sep-Pak Plus, Waters).

### High-pH reversed-phase pre-fractionation

Approximately 1.5 mg of digested TMT-labelled material was subjected to off-line high-pH reversed-phase pre-fractionation using the loading pump of a Dionex Ultimate 3000 HPLC with an automated fraction collector and a XBridge BEH C18 XP column (3 × 150 mm, 2.5 μm pore size, Waters no. 186006710). Peptides were separated over a 100 min gradient using two basic pH reversed-phase buffers (A: ammonium hydroxide in 100% water, pH 10; B: ammonium hydroxide in 90% acetonitrile, pH 10). The gradient consisted of a 12 min wash with 1% B, then increasing to 35% B over 60 min, with a further increase to 95% B over 8 min, followed by a 10 min wash at 95% B and a 10 min re-equilibration at 1% B. The flow rate was set to 200 μL/min, with fractions collected every 2 min throughout the run. In total, 50 fractions were collected over the run, but samples were concatenated down to a final of 10 fractions by combining every 10th sample. Each fraction was dried down and resuspended in 30 μL of 2% ACN:0.1% formic acid for analysis by LC–MS/MS.

### High performance Liquid Chromatography Tandem Mass Spectrometry (LC-MS/MS)

LC-MS/MS analysis was performed using a Dionex Ultimate 3000 nano-ultra high pressure reversed-phase chromatography system coupled on-line to a Q Exactive High Field (HF) mass spectrometer (Thermo Scientific). Samples were separated on an EASY-Spray PepMap RSLC C18 column (500 mm × 75 µm, 2 µm particle size; Thermo Scientific) over a 60 min gradient of 2–35% acetonitrile in 5% DMSO, 0.1% formic acid and at 250 nL/min. The mass spectrometer was operated in data-dependent mode for automated switching between MS and MS/MS acquisition. Full MS survey scans were acquired from *m/z* 400–2000 at a resolution of 60,000 at *m/z* 200 and the top 12 most abundant precursor ions were selected for HCD fragmentation. The resolution of MS2 fragment ion detection was also set to 60,000. Fractions were loaded with adjusted sample volumes to analyze ∼1 μg on column.

### Proteomics Data Analysis

MS raw data were searched against the UniProtKB human sequence database (92,954 entries) and TMT 10plex quantitation performed using Proteome Discoverer software (v 2.3; Thermo Scientific). Search parameters were set to include carbamidomethyl (C) as a fixed modification, with TMT 6plex, oxidation (M), and deamidation (NQ) set as variable modifications. A maximum of 2 missed cleavages was allowed. TMT 10plex quantitation and data analysis were performed in Perseus (v1.6.0.2), resulting in the generation of hierarchical clustering, principal component analysis, and Volcano plots. For PCA analysis, samples underwent log_2_ transformation and all missing values were removed. This was then followed by median subtraction normalisation. For the generation of volcano plots, an identical processing workflow was used, but only 50% of the missing values were removed. The missing values that remained were imputed from the normal distribution (width 0.3, down shift 1.8). Differentially regulated proteins between groups of interest were subject to gene ontology and pathway enrichment analysis using STRINGdb (https://string-db.org/). Shortlisted targets were further assessed for their biological relevance and therapeutic potential in the treatment of UFs using TargetDB (https://pypi.org/project/targetDB/).

### Integration of transcriptomics and proteomics by Multi-Omics Factor Analysis (MOFA)

In addition of the metadata containing the clinical information related to donors, the log-normalized count matrices of transcriptomics and proteomics (Supplementary Data 4) were used as the input data to MOFA^45,46^. In the proteomic data, features that contain more than 50% missing values were removed. MOFA is an unsupervised statistical method to integrate multiple modalities of omics data and to identify latent factors that capture sources of variation across datasets obtained from different platforms. The latent factors represent coordinated variation across data modalities, but do not inherently have predefined biological meanings. A MOFA object was prepared using default settings and trained under a slow convergence mode, with the number of factors suggested by the algorithm. The likelihood for both the transcriptomic and proteomic data was both inferred as Gaussian.

The MOFA model was trained in a Bayesian framework, which differs fundamentally from classical regression models that rely on p-values for inference. Instead of computing p-values to assess feature significance, MOFA applies sparsity-inducing priors and automatic relevance determination (ARD) that allow the model to estimate the relevance of each feature through posterior inference. In this context, feature loading weights represent the strength and direction of contribution of each feature to a given factor. Using sparsity in the weights, loading weight of many features are exactly zero, indicating their irrelevance to the factor, while only a subset of features has non-zero weights, meaningfully contributing to latent factors. Thus, the selection of relevant features is not based on statistical significance using classical regression, but on the magnitude of their contribution as inferred by the posterior distributions of the model.

For functional interpretation, gene set enrichment analysis (GSEA) was conducted using built-in function of MOFA with default setting, including “mean.diff” (difference in the average weight between fore- and back-ground genes) for gene set statistic, a parametric t-test, Benjamini-Hochberg procedure to adjust p-values factor-wise for multiple testing, and false discovery rate (FDR) threshold 0.1 for significant pathways. All features associated with factors were used as input. Pathways enriched in both omic layers were prioritised. Shared features associated with factors in both modalities, with absolute loading weights higher than a cut-off value of 0.3, were visualised using by STRINGdb. While this threshold is not derived from p-value, it serves as an interpretable cutoff to highlight features with stronger associations. Overrepresented pathways were analysed via the Enrichr database^47^ using its R interface.

Known clinical, biological and technical covariates were correlated with MOFA-inferred factors to support interpretability. These included genotype information (e.g., *MED12* status and SNPs), fibroid occurrence, tissue type (e.g., UF or myometrium), menstrual cycle phase, HMB symptom, hormone treatment, and batch effects. While several latent factors showed associations with these known variables, other may reflect unknown sources of variation for future investigation.

### Nuclei preparation for single-cell RNAseq

A petri dish, 50 ml centrifuge tube, scalpel and forceps were precooled on dry ice before pseudocapsule samples were removed from −80 °C and placed in the petri dish. Typical sample sizes ranged from 100–500 mg. Tissue was cut into thin slices and transferred to centrifuge tubes. If processing multiple samples, cut tissue could be stored at −80 °C until use. Sample tubes were transferred to wet ice, 4 ml of ice-cold CST buffer (146 mM NaCl, 10 mM Tris-HCl pH 7.5, 1 mM CaCl_2_, 1 mM MgCl_2_, 0.5% CHAPS (w/v), 0.01% BSA (w/v), 4 μl/ml SUPERaseIN, 4 μl/ml RNasein Plus, 1 cOmplete protease inhibitor tablet (per 10 ml)) added and tubes placed on a rotator for 10 minutes at 4 °C. Samples were passed through 30 µm cell strainers (MACS SmartStrainer) into prechilled 15 ml collection tubes on ice. Sample tubes were rinsed with 2 ml ice cold PBS + 1% BSA, which was added to the cell strainer. Cell strainers were rinsed with an additional 2 ml ice-cold PBS + 1% BSA and collection tubes centrifuged at 500 g for 5 minutes at 4 °C. Supernatant was removed and pellet washed by resuspending in 10 ml ice cold PBS + 1% BSA, centrifugation at 500 *g* for 5 minutes at 4 °C, removal of supernatant and resuspension in 500 µl ice cold PBS + 1% BSA. A subsample of the nuclei preparation was incubated with DAPI (1 µg/ml) for 5 minutes, added to a haemocytometer and counted under a fluorescent microscope. Concentration of the nuclei was adjusted to ~1,000 cells/µl and used as input for analysis by 10X Chromium single cell gene expression.

### Library preparation and Sequencing of single-cell RNA sequencing

Chromium single cell gene expression (10X Genomics) was performed using the Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1, Chromium Next GEM Chip G Single Cell Kit and Single Index Kit T Set A according to the manufacturer’s instructions, starting with 20,000 nuclei as input. Resulting libraries were quantitated by TapeStation (Agilent), pooled at equimolar concentration and sequenced (Novogene (UK) Ltd or Genewiz GmbH) on an Illumina NovaSeq 6000 using a S4 Reagent Kit v1.5 to give ~30,000 reads/cell.

### Analysis of Single cell RNA sequencing

Raw sequencing data (fastq files) were processed using the scflow workflows (https://github.com/Acribbs/scflow). The Kallisto BUS/BUStools (v0.39.3) workflow1 was implemented to pseudo-align the reads, with a K-mer size of 31 base pairs. Homo sapiens (human) genome assembly GRCh38 (hg38) was used to construct a reference transcriptome. Individual samples of single-nuclei or single cells were analyzed by the pipeline of quantnuclei or quantcells implemented in the scflow workflows, respectively. The output was converted to single-cell experiment objects^48^ and then to Seurat objects (Seurat v4.0)^49^. Quality control and filtering were performed on the Seurat objects; any cell with a mitochondrial ratio higher than 0.1, or fewer than 300 features was removed. Doublets in the samples were detected using the R package scDblFinder^50^ and removed in the scflow pipeline with Seurat clustering.

To integrate the endometrium samples with the published data, we first used the VST method provided by Seurat for variable gene selection and applied Harmony v1.04^51^ for batch correction. Highly variable genes that account for cellular heterogeneity in each main cluster were used and cells were aligned using Harmony. For cell-cell communication, we applied CellChat (v1.4.0)^52^ with input of two matrices, log log-normalized count matrix and a matrix of the cell label.

### THESC decidualization

The cell line T HESCs was received from ATCC (ATCC^®^ CRL-4003^TM^) certificated mycoplasma free. Cells were incubated in DMEDM/F-12 with bicarbonate and HEPES (Sigma Cat# D 2906) supplemented with 10% foetal bovine serum (FBS, Charcoal stripped F6765-500ML), puromycin (500 ng/ml), and 1% ITS Premix Universal Culture Supplement (Corning 354350). For the three-day experiment of decidualization, cells were seeded in 6-well plates for 40,000 cells per well and incubated overnight. At the next day (Day 0), the decidualization were induced by adding the following reagents into cell medium: Medroxyprogesterone 17-acetate (Sigma, M1629; final conc. 1.0 µM), E2 (estradiol, final conc. 10 nM; Sigma E1024), 8-Br cAMP (8-Bromoadenosine 3′,5′-cyclic monophosphate, final conc. 500 µM; Sigma B6386-100mg). In addition to stimulation for decidualization, cells were further treated with DMSO as mock, TGF-β (10 ng/ml; Millipore GF346) together with or without MEK inhibitor (BAY 1076672, 100 ng/ml) since Day 0, depending on the experimental design. Cells were harvested on Day 3 using Direct-zol RNA MiniPrep kit (Cambridge Bioscience, R2052).

### Library construction and sequencing of Nanopore long-read sequencing

50 ng RNA of each sample were reverse transcribed and barcoded by using the PCR-cDNA barcoding kit (SQK-PCB111.24) and NEBNext Companion Module (NEB E7180L). Libraries were then sequenced on the Nanopore PromethION platform.

### Analysis of long read sequencing to identify transcript isoforms

Base calling of fast5 files was done by Guppy (https://github.com/asadprodhan/GPU-accelerated-guppy-basecalling) and converted to fastq format. Fastq files were processed by the pipeline (pipeline_count) implemented in the workflow TallyTriN (https://github.com/cribbslab/TallyTriN/tree/main) and raw count matrix for PCA analysis was then generated. Reads of each sample were then aligned to hg38 genome by Minimap2^53^ with - - MD flag enabled and output as SAM format. The SAM file of each sample was processed by TALON^54^ v5.0 and Swan^55^ v2.0, using default settings, and gencode.v29.annotation.gtf as reference for isoform-level analysis (transcript switching genes and transcripts which are not in the gencode database due to alternative splicing) and visualisation.

### Mice

Female mice (Balb/c) (purpose-bred animals, Janvier Labs) aged ~9 weeks were housed according to the EU guideline 2010/63 EU. The study (study code: A0384/09) was approved by the German animal welfare authorities (LAGeSo, Berlin).

### Mouse model of menstruation and treatment regimens

The experimental model of menstruation in mice was adapted from established protocols^56^. Female Balb/c mice were acclimatized to the animal facility for one week before being trained in animal handling for at least one week prior to inclusion in the study. Cage enrichment, such as nesting material and hiding structures, was provided throughout the study to improve the well-being of the animals. Mice underwent bilateral ovariectomy, with analgesia provided before and after surgery by administering tramadol (1 mg/ml) orally via drinking water. Overall, the study is regarded as mildly burdensome, with no standard need for additional analgesic treatment.

One week post-surgery, mice received subcutaneous injections of 100 ng 17α-estradiol (E2) dissolved in a 1:9 ethanol to peanut oil solution for three consecutive days. After a three-day interval, a subcutaneous silastic implant delivering progesterone (P4, internal source^57^; 0.5 mg P4/day) was inserted dorsally. Concurrently, 5 ng of E2 was administered daily for three consecutive days. On the final day of E2 treatment, 50 μl of sesame oil was injected into one uterine horn to induce decidualization. Four days later, the P4 implant was removed to trigger progesterone withdrawal.

To assess menstrual-like bleeding, tampon-like cotton pads (4–4.8 mm in diameter) were inserted into the vagina of mice at the time of P4 withdrawal. Mice were fitted with paper collars to prevent the removal of the pads. Tampons were replaced twice daily, and samples from each mouse were collected individually. Blood volume was quantified using the alkaline hematine method^58^. Briefly, tampons were first dried at room temperature and then immersed in 1000 ml of 5% sodium hydroxide (NaOH, w/v) overnight under rotation at room temperature to dissolve haem chromogen. The optical density of the haem-containing eluates was measured at 546 nm using an ELISA plate reader. Blood volume contained in cotton swabs was measured based on a standard curve prepared from venous blood.

Seventy-two hours after P4 withdrawal, mice were euthanized, under deep terminal anaesthesia with isoflurane (>3%), by terminal blood collection from the vena cava. Uterine tissues were collected, weighed, and processed for further analyses. All surgical interventions were conducted under isoflurane-induced anaesthesia, with pain prevention provided by tramadol treatment. Notably, no animals in this study experienced unexpected severe events or required rescue analgesic treatment, and no animals were excluded from the experiment or final analysis. Mice were randomly allocated to placebo and treatment groups, and the treatment of the animals was not blinded, as the primary readout, the quantitative ex vivo measurement of blood loss, was performed blinded to the operator.

### Treatment in the mouse model

Groups (*n* = 10) were treated with either the MEK inhibitor (BAY MEKi, cpd 26^59^, Bayer AG, Germany) at doses of 0.5 mg/kg/d p.o. or with the ACVR1 inhibitor (TP-0184, Toledo Pharmaceuticals, USA) at doses of 15 mg/kg/d p.o. dissolved in N-methyl-2-pyrrolidone (NMP)/ polyethylene glycol 400 (PEG400) (1/9) (d0-d15) in a volume of 5 ml/kg. Controls were treated with vehicle alone qd/p.o.

### Statistics and reproducibility

Transcriptomics and proteomics data matrices used as input for the multi-omics factor analysis (MOFA) are provided in the Supplementary Data 4. Prior to analysis, proteomics data was filtered to retain features detected in at least 50% of samples and then normalised and log transformed. Transcriptomics data were normalized and variance-stabilising transformed using DESeq2. The MOFA model was trained with default parameters, including Gaussian likelihoods, sparsity priors like spikeslab_weights and ard_weights, and a slow convergence setting (corresponding to an ELBO tolerance of 5e-8). The number of latent factors was inferred based on MOFA model performance.

Clinical information (Supplementary Data 3) and genotype information (Supplementary Fig. 2) were used to investigate the biological relevance of each factor. Unlike classical regression models that rely on frequentist statistical significance (e.g., p-values), MOFA operates within a Bayesian framework that estimates the relevance of each feature using sparsity-inducing priors. Most features have zero contribution (loading weight is zero), while a subset of features with non-zero loading weights meaningfully contribute to the latent factors. As a result, MOFA does not calculate p-values for feature-factor associations. Instead, the magnitude of the loading weight of each feature on a latent factor indicates its importance and direction of contribution. While some Bayesian models report posterior inclusion probabilities to quantify confidence in feature inclusion, MOFA identifies relevant features based on their inferred weights. In this study, features with absolute loading weight higher than a cut-off value of 0.3 in both modalities were considered highly biologically relevant and selected for visualisation in STRINGdb.

For Fig. 5c, two independent in vivo experiments were conducted to investigate the effects of TP-0184 (an ACVR inhibitor) and BAY-533 (a MEK inhibitor). Data analysis (Supplementary Data 6) was performed using GraphPad Prism 10 software. For comparisons between the two respective groups, statistical significance was assessed using a one-sided Student’s *t*-test (*p* < 0.05; ****p < 0.0001). Based on extensive prior experience with this model, the data particularly regarding bleeding as the primary endpoint are considered robust. Due to ethical constraints and in agreement with the established reliability of the model, repetition of the animal experiments was not approved by the local regulatory authorities.

## Results

### Clinical features of the cohort

A total of 91 patients, predominantly European population, undergoing hysterectomy, myomectomy or trans-cervical resection of fibroids (TCRF) were recruited (Supplementary Fig. 1; Supplementary Data 1). The majority had uterine fibroids (UFs), while 18 non-UF patients served as a comparative cohort, though they were not considered as healthy controls. These patients underwent surgery for conditions including endometriosis, adenomyosis, ovarian cysts or cervical neoplasia. Heavy menstrual bleeding (HMB) status was determined via patient questionnaires and clinical records, with 33 donors classified as HMB (Supplementary Fig. 1). As hormone treatment influences HMB symptoms, patients undergoing such treatment at the time of surgery were assumed to have therapeutic intervention. Menstrual cycle phase was primarily determined histologically, with clinical notes and hormone levels used when histology was unavailable. Notably, 35 patients had inactive endometrium due to hormone treatment. The collected tissues encompassed distinct uterine compartments, including endometrium, myometrium, fibroid, as well as pseudocapsule, a vasculature-rich region that surrounds the tumour, which is not formed in all fibroids (Supplementary Data 1).

### Genomic insights into UF pathology

To investigate UF-associated genetic alterations, we performed targeted sequencing of key UF driver genes, including *MED12*, *HMGA2*, *FH*, *COL4A5/6*, *HMGA1*^60^, *RAD51B*^14^, *AHR*^61^, *CAPRIN1*^61^, *CUX1*^62^, *DCN*^61^ and *PCOLCE*^63^ candidate genes. The variant calling analysis focused on single nucleotide polymorphism (SNPs) and short indels. A likelihood ratio test was used to infer the probability of a variant at each site, and sites with QUAL score (phred-scaled p-value for the null hypothesis of no variant) ≥ 50 (corresponding to 99.999% confidence) were considered as candidate variants (Supplementary Data 2). Among 73 fibroids, 39.7% harboured *MED12* variants, which are canonical UF mutations in intron 1 and exon 2, with other *MED12* variants having minimal functional impact (Supplementary Fig. 2a). Furthermore, we identified mutation hotspots in *COL4A6*, *AHR* and *CUX1*, including in-frame insertion-deletion and frameshift mutations in *COL4A6* exon 24, and missense variants in *AHR* exon 10 and *CUX1* exon 16 (Supplementary Fig. 2b, upper, middle and bottom panel, respectively).

### Differential gene expression in UF HMB endometrium

To investigate gene expression profiles in the endometrium of UF patients with HMB, we applied bulk RNA sequencing and performed differential gene expression analysis using DESeq2. Principal component analysis (PCA) (Fig. 1a) exhibited distinct separation between HMB and non-HMB patients with active menstrual cycle, along the PC1 and PC2 axes. Gene set enrichment analysis (GSEA), using a p-value cutoff of 0.05 and Benjamini–Hochberg (BH) adjustment for multiple testing, revealed that during the proliferative phase, the gene expression profile was dominated by cell cycle and mitotic processes (Fig. 1b, left panel), whereas during the secretory phase, immune-related pathways including inflammatory response and allograft rejection, as well as RAS signalling, were enriched (Fig. 1b, right panel; Fig. 1c). These findings are consistent with established roles of inflammatory processes and leucocyte trafficking in the endometrial physiology^64^. *IL11* and *LIF* for example, were significantly upregulated in HMB patients (log_2_ fold change (log_2_FC) > 1.0, adjusted p-value (padj) < 0.05), particularly in the secretory phase (Fig. 1c, d). Recombinant human IL11 has shown > 50% reduction^65^ (ClinicalTrials.gov ID: NCT00524342) in pictorial blood assessment chart (PBAC)^66^, which is widely used to assess menstrual blood loss, implying a role for immune dysregulation on HMB.

**Fig. 1:**
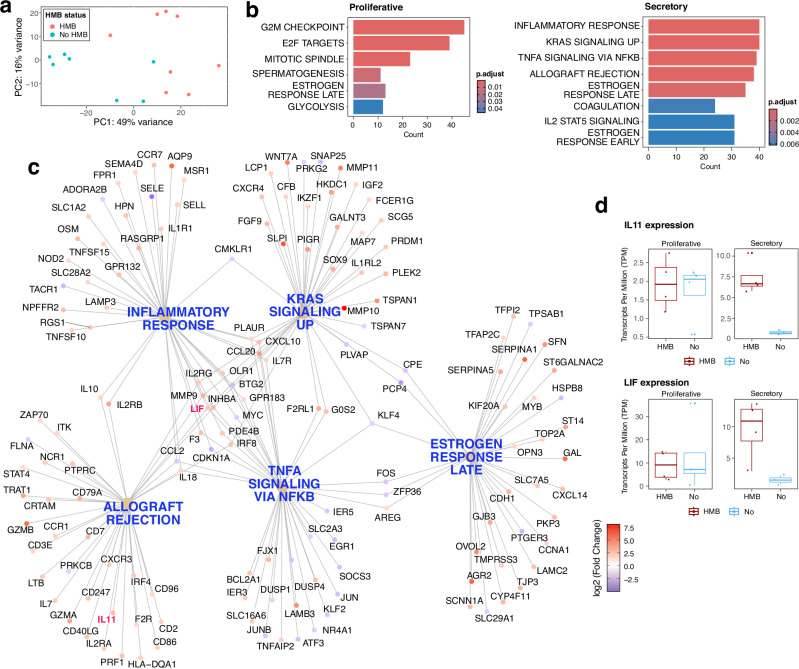
Differentially expressed genes and enriched pathways in active endometrium from UF patients. **a** Principal component analysis (PCA) plot showing clustering of endometrium samples from UF patients with or without heavy menstrual bleeding (HMB) symptoms (*n* = 15; proliferative phase: 4 HMB and 4 non-HMB; secretory phase: 4 HMB and 3 non-HMB). **b** Bar plots of pathways enriched in HMB endometrium, identified by gene set enrichment analysis (GSEA). Pathways are ranked by adjusted p-value, shown in a gradient of blue to red. Left and right panels correspond to the proliferative and secretory phase, respectively. **c** Network visualisation of differentially expressed genes (DEGs; absolute log_2_FC ≥ 1.5, padj < 0.05) in secretory HMB endometrium, depicting the linkages of gene functions and pathway associations. **d** Boxplots of *IL11* and *LIF* expression in the proliferative (left panel) and secretory (right) phases of the endometrium.

### Multi-omic factor analyses identify dysregulation of ECM and RNA processing as key contributors to UF-associated HMB symptoms

To gain deeper insight into UF-associated HMB, we applied multi-omic factor analysis (MOFA)^45,46^, an unsupervised method that integrate bulk transcriptomics, proteomics and genomics, and identifies latent factors that capture sources of variation across datasets obtained from different platforms. We examined whether the identified latent factors were associated with the known clinical, biological and technical variables including patient type (UF or non-UF patient), HMB status (with or without HMB symptom), mutations identified in fibroids, and sample batches. MOFA analysis of 31 endometrial samples (UF and non-UF patients; Supplementary Data 3-4) identified 7 latent factors (Fig. 2a, c). Factor 1 was significantly correlated with HMB and hormone treatment (padj < 0.01), suggesting a lasting impact of therapeutic interventions on endometrium function. Factor 2 was strongly associated with fibroid presence (padj < 0.001; Supplementary Fig. 3), indicating the influence of fibroid tissue on physiological functions of endometrium. Factor 7 was correlated with not only the presence but also genomic alterations of fibroid, including *MED12* UF mutations, *AHR* rs2066853 and *COL4A6* rs6622312, all of which were also correlated with HMB (padj < 0.05; Fig. 2a right & Fig. 2b, c).

**Fig. 2:**
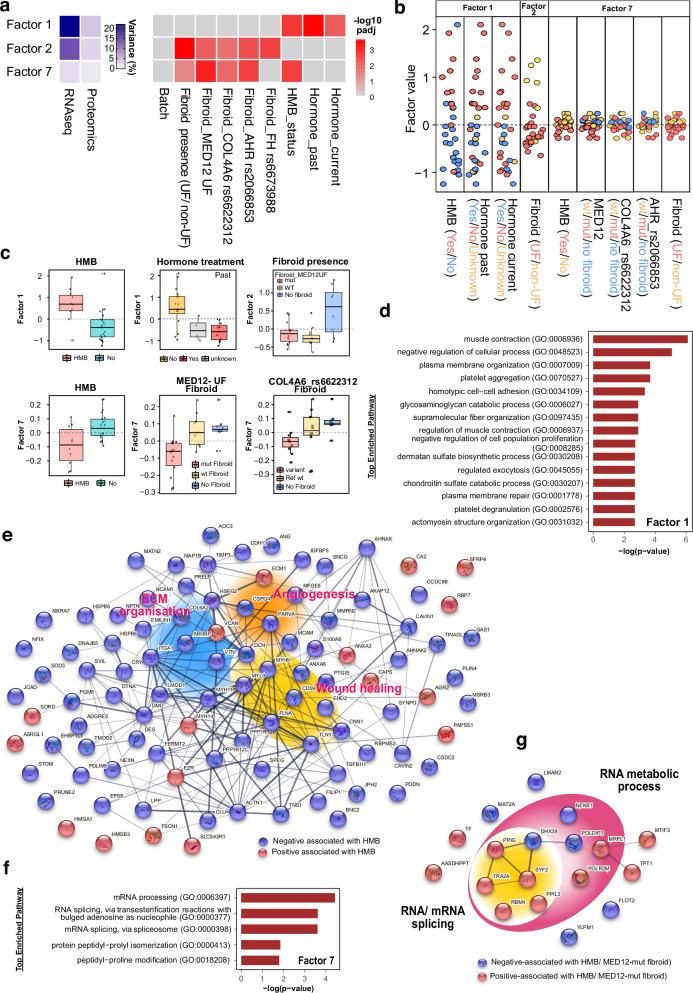
Integrated analysis of endometrium using multi-omics, including transcriptomics, proteomics, and targeted genomic sequencing. **a** Left: The relative contribution of the transcriptomic and proteomic datasets to MOFA-inferred factors, expressed as the percentage of explained variance, with intensity represented in blue. Right: Correlation of factor variance with clinical and genetic parameters, quantified by -log_10_ (adjusted p-value) and visualised in red. Parameters include experimental batches (*n* = 3), fibroid presence (UF vs non-UF), hormone treatment (past or current), heavy menstrual bleeding (HMB) status, and fibroid-associated mutations: canonical *MED12* UF mutations, *COL4A6* rs6622312, *AHR* rs2066853 and *FH* rs6673988. **b** Scatter plots illustrating the differentiation of samples based on key clinical and genetic parameters, including HMB (Yes, *n* = 10; No, *n* = 21), hormone past (prior hormone treatment: Yes, *n* = 11; No, *n* = 16; Unknown, *n* = 4), hormone current (treatment at time of surgery: Yes, *n* = 8; No, *n* = 20; Unknown, *n* = 3), fibroid (UF, *n* = 23; non-UF, *n* = 8), *MED12* UF mutations (wt, *n* = 14; mut, *n* = 9; non-fibroid, *n* = 8), *COL4A6* rs6622312 (wt, *n* = 12; mut, *n* = 11; non-fibroid, *n* = 8), and *AHR* rs2066853 (wt, *n* = 16; mut, *n* = 7; non- fibroid, *n* = 8). MOFA factor values represent the relative positioning of samples, with larger absolute values indicating stronger associations. **c** Boxplots showing the distribution of sample groups across MOFA factors 1, 2, and 7, revealing variance within these factors. The centre line represents the median; boxes represent the interquartile range (IQR), and whiskers extend to 1.5 times of IQR. **d** Gene ontology (GO) enrichment analysis highlighting pathways of features contributing to Factor 1 in both omics (FDR < 0.1). **e** STRING network diagrams elucidating the interactions among features associated with Factor 1 in both modalities (absolute loading weight higher than 0.3). The loading weight of each feature was identified by MOFA using Bayesian framework and sparsity-induced priors, different from classical regression using p-values for significance. Only relevant features have non-zero loading weight. **f** GO enrichment analysis of features contributing to Factor 7 in both omics (FDR < 0.1). **g** STRING network diagrams of features associated with Factor 7 in both modalities (absolute loading weight higher than 0.3).

The relevance of each feature to a latent factor is identified by MOFA via a Bayesian framework with sparsity-inducing priors. The contribution of each feature is inferred as a loading weight by posterior distribution of the MOFA model^45,46^. Loading weight of irrelevant features is exactly zero, while features with non-zero loading weights on a latent factor indicate the strength and direction of contribution. GSEA analysis of Factor 1-associated features revealed the enrichment in coagulation, angiogenesis and ECM organisation (false discovery rate (FDR) < 0.1) in both omics (Fig. 2d). Most of these features with stronger association with Factor 1 (absolute loading weight ≥ 0.3) were negatively association with HMB (Fig. 2e). For example *CD59*, whose genetic deficiency is linked to haemolytic anaemia and thrombosis^67^, and angiogenin (*ANG*), an RNAase A superfamily member involved in neovascularization^68^, were downregulated in HMB endometrium.

Pathway analysis of Factor 2 and Factor 7 identified enrichment of RNA processing and metabolic process, including mRNA splicing and RNA 3’-end processing (FDR < 0.1; Fig. 2f, g; Supplementary Fig. 3). These findings suggest UF-induced dysfunction of RNA homoeostasis and the subsequent aberrant splicing events in endometrium may be exacerbated by *MED12*, *AHR* or *COL4A6* variants in fibroids, potentially contributing to HMB symptom.

Integrated analysis of fibroid (*n* = 50) and myometrium (*n* = 41, including 31 UF and 10 non-UF patients) identified 6 latent factors (Supplementary Fig. 4). Factor 2, unaffected by batch effects, strongly correlated with tissue type (padj < 0.001; Supplementary Fig. 4a–c) and was associated with pathways related to ECM and collagen fibril organisation, angiotensin maturation, and hormone metabolic process (FDR < 0.1; Supplementary Fig. 4d, e). *UCHL1*, a ubiquitin C-terminal hydrolase involved in protein homoeostasis, was positively associated with fibroid tissue (Supplementary Fig. 4e) and has been implicated in promoting TGF-β signalling via stabilisation of the type I TGF-β receptor^69^. Higher level of *UCHL1* in UFs^70^ may contribute to the elevated TGF-β signalling. These findings were further supported by 2D Annotation Enrichment analysis^71^ (Supplementary Fig. 5), reinforcing the central role of ECM dysregulation in fibroid pathology. MOFA analysis of fibroid samples showed a noteworthy albeit weak correlation with *MED12* UF mutations, *AHR* rs2066853 and *COL4A6* rs6622312 at Factor 5 (padj < 0.01; Supplementary Fig. 6a–c). Enriched pathways by GSEA also highlighted ECM, collagen fibril organisation and angiogenesis, addressing the crucial role of ECM in UF pathology (FDR < 0.1), and indicating these variants may exacerbate ECM dysregulation (Supplementary Fig. 6d, e).

### Differential transcript usage reveals the role of TGF-β signalling and RNA processing in UF endometrium pathology

Our integrated analysis identified RNA processing and mRNA splicing as key molecular mechanisms underlying UF endometrium pathology. To examine transcript-level alterations in the endometrium of UF patients with HMB, we performed differential transcript usage (DTU) analysis on active endometrium samples, excluding those under therapeutic hormone treatment to minimise confounding effects. Using DRIMSeq for initial DTU detection (p-value < 0.05) and stageR for further statistical testing (overall false discovery rate (OFDR) < 0.05)), we identified 684 transcripts across 478 genes in differential transcript usage between HMB (*n* = 8) and non-HMB (*n* = 7) patients. Alternative transcript usage was observed in genes including *TGFBR2*, *ENG*, *NRP1*, *TBXA2R*, and *PDE1A*, which are involved in blood vessel morphogenesis and angiogenesis, prostaglandin synthesis and regulation, and calmodulin-mediated signalling, respectively (Fig. 3a). Pathway enrichment analysis highlighted processes related to vascular smooth muscle cell differentiation, peptide antigen assembly with MHC complexes, and ribosome biogenesis (Fig. 3b).

**Fig. 3:**
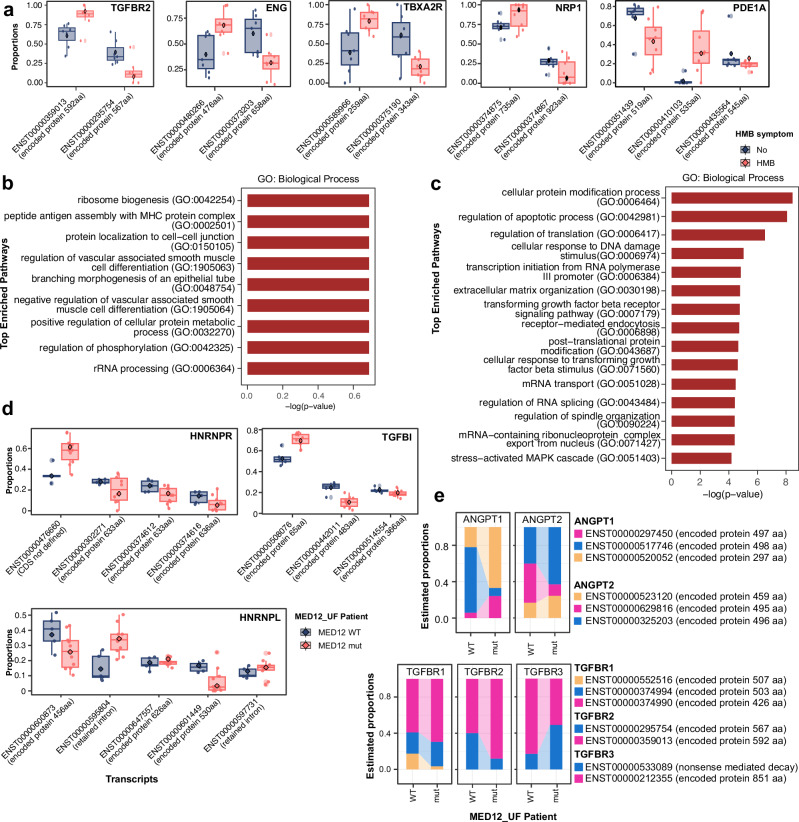
Comparative analysis of transcript usage in active endometrium from patients with heavy menstrual bleeding or *MED12*-mutated fibroids. **a** Boxplots displaying the expression of differentially used transcript variants in the active endometrium of UF patients with heavy menstrual bleeding (HMB, *n* = 8; coloured in pink-orange) compared to non-HMB patients (*n* = 7; grey). The centre line represents the median, while the lower and upper hinges correspond to the 25^th^ and the 75^th^ percentiles. **b**, **c** Bar plots of enriched pathways associated with genes exhibiting differential transcript usage, identified using DRIMSeq (*p*-value < 0.05) and stageR (OFDR < 0.05). **b** Pathways enriched in HMB versus non-HMB endometrium. **c** Pathways enriched in endometrium from *MED12*-mutant versus *MED12* wild-type (WT) fibroid patients. **d** Boxplots showing the expression of differentially used transcript variants in active endometrium from *MED12*-mutant UF patients (*n* = 10; pink-orange) versus *MED12* WT (*n* = 5; grey). **e** Ribbon plots illustrating transcript usage shifts between *MED12* WT and *MED12*-mutant conditions, highlighting dynamic usage patterns across transcript variants of individual genes. Each transcript per gene is represented by a distinct colour.

When comparing endometrial samples from patients with *MED12*-mutant fibroids (*n* = 10) and those with wild-type *MED12* (*n* = 5), 2,784 transcripts across 2134 genes (*p*-value < 0.05 and OFDR < 0.05) were identified. We observed DTU in genes involved in protein modification, stress-activated MAPK cascade, mRNA transport and RNA splicing such as *HNRNPR* and *HNRNPL* (Fig. 3c, d). Notably, TGF-β signalling emerged as a key pathway, with DTU analysis identifying alternative usage in *TGFBR1*, *TGFBR2* and *TGFBR3* in TGF-β receptor signalling pathway, as well as *ANGPT1* and *ANGPT2* in angiogenesis (Fig. 3c and e). These findings underscore the roles of TGF-β signalling in UF-induced dysfunctions in endometrium, particularly in the presence of *MED12* mutations. Given that SMAD3-mediated TGF-β signalling directly regulates alternative splicing^72,73^, the observed DTU of TGF-β receptors may impact downstream signalling dynamics. A striking example is *TGFBR2*, which encodes two alternative spliced variants, TβR-II and TβRII-B, with distinct ligand-binding affinities. TβR-II, which binds TGF-β1/3, and TβRII-B, which binds TGF-β2^72,73^. Intriguingly, our analysis found that TβRII-B (ENST00000359013) was the dominant isoform in the endometrium of patients with HMB or with *MED12*-mutant fibroids (Fig. 3a and e). As shown in Supplementary Fig. 7, an additional peptide composed of 25 amino acid residues in the extracellular domain of TGF-βRII^74^ alters TGF-βRII protein structure, suggesting a shift in TGF-β ligand specificity in this pathological context.

Most genes identified through DTU analysis did not exhibit differential expression at the gene level (padj < 0.05, absolute log_2_FC ≥ 1.5), with only a small subset overlapping between DTU and differential gene expression analysis. In addition to angiogenesis, DTU analysis identified genes involved in prostaglandin synthesis (*PTGES*, *PTGES2*, and *PTGFR*), progesterone signalling (*PGR*), and FGF signalling (*FGF7* and *FGFR2*). These findings further highlight transcript-level regulation as a crucial layer of molecular control in UF pathology and suggest that alternative splicing may contribute to UF-associated symptoms like HMB.

### Single-cell transcriptomic analysis reveals altered TGF-β signalling and ECM remodelling in UF endometrium –

The impact of fibroids on endometrial function has been reviewed by Ikhena and Bulun^75^. Elevated TGF-β3 secretion from fibroids is implicated in disrupting wound healing and coagulation pathways, potentially contributing to HMB^76^. To explore the molecular and cellular differences between UF and healthy endometrium, we applied single-cell RNAseq (sc-RNAseq) on secretory-phase endometrial samples from UF patients with HMB (*n* = 4), integrating them with healthy secretory-phase endometrium^77^ (n = 5). Following batch correction, quality control and cell annotation (Supplementary Figs. 8, 9 and Fig. 4b), we identified 4 major cell types, further subdivided into 10 cell clusters (Fig. 4a, b), including lymphatic endothelial cells, macrophage, and dendritic cells, with notable differences of cell composition between normal and UF tissues (Supplementary Fig. 10).

**Fig. 4:**
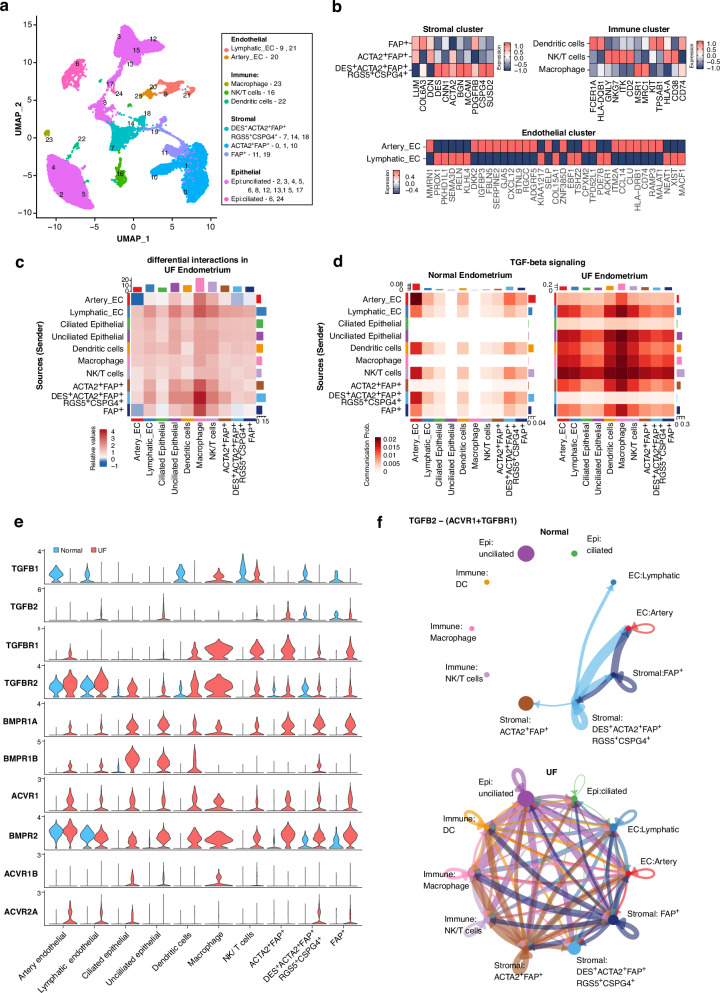
Single-cell analysis of endometrium from UF patients with heavy menstrual bleeding compared to healthy controls. **a** UMAP of the integrative single-cell dataset of UF (*n* = 4) and healthy endometrium (*n* = 5). Colours represent distinct cell subclusters within major cell types. **b** Heatmaps exhibiting average expression of canonical marker genes used for cell type annotation in stromal (upper left), immune (upper right) and endothelial (bottom) clusters. **c** Heatmap of differentially enriched cell-cell interactions in UF endometrium compared to healthy controls. Relative values of interaction strength is indicated by a gradient from blue (low) to red (high). **d** Heatmap displaying TGF-β signalling across cell clusters in normal (left) and UF (right) endometrium. **e** Violin plots illustrating the expression of ligands and receptors involved in TGF-β signalling in normal (blue) and UF (red) endometrium**. f** Circle plots showing inferred TGFB2-(ACVR1 + TGFBR1) signalling among different cell types in normal (top) and UF (bottom) endometrium.

To investigate cellular communication networks, we performed CellChat^52^ for ligand-receptor interaction analysis. We observed strikingly increased cross-talks between UF endometrial cell clusters, compared to healthy controls (Fig. 4c). Among the enriched signalling pathways (*p*-value < 0.05), signalling by TGF-β superfamily, was markedly upregulated (Fig. 4d), with higher expression of TGF-β-associated receptors, including *TGFBR1*, *TGFBR2*, *BMPR1A*, *BMPR1B*, *BMPR2* and *ACVR1* in UF endometrium (average log_2_FC > 1.3, padj <0.05; Fig. 4e). Given the established elevation of TGF-β in fibroid^78,79^, these results suggest that fibroid-derived TGF-β ligands may contribute to aberrant signalling in surrounding uterine tissues, potentially exacerbating HMB and ECM remodelling.

Apart from TGF-β receptors*, TGFB2* expression was also notably elevated in UF endometrium (average log_2_FC > 3.0, padj <0.05), compared to healthy controls. As shown in Fig. 4f, TGF-β2-mediated signalling via the dimer of the type I TGF-β receptor (TGFBR1) and ACVR1 revealed that in healthy endometrium, signalling was primarily restricted to stromal clusters (p-value < 0.05), whereas in UF endometrium, it was widespread across multiple cell types, indicating differences in TGF-β signalling. In addition, abnormal signalling pathways, including effectors such as collagen, laminin and fibronectin (FN1) were observed in UF endometrium and myometrium, compared to normal tissues^77,80^ (Supplementary Figs. 11, 12). This also underscores alterations in ECM composition and basement membrane architecture, which potentially compromise tissue homoeostasis and may contribute to UF-associated pathophysiology.

### TGF-β signalling in THESC cells induces alternative splicing

Our findings from bulk short-read RNAseq experiments suggested that TGF-β signalling induces alternative splicing changes in uterine tissues. 

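THESC is a stromal cell line from human endometrium, immortalized with telomerase, and decidualization is the differentiation that progesterone and cAMP induce in such cells. Cells were decidualized for 3 days with a progestin at 1.0 µM, oestradiol at 10 nM and cAMP at 500 µM. RNA was sequenced by Illumina short reads on Day 0 and Day 3, with 3 libraries each, and by Nanopore long reads in 15 libraries of 5 groups. These groups were untreated cells on Day 0 (Ctrl) and cells decidualized for 3 days with vehicle (DMSO), TGF-β at 10 ng/ml, a MEK inhibitor (MEKi) at 100 ng/ml or both (TGF-β+MEKi), with 3 libraries each. On both platforms the labels call the Day 0 replicates biological and only number those of Day 3, so p-values measure a spread between libraries that may be technical in part.
The short-read libraries held 15156599 to 17739511 counts on Day 0 (median 17539984) and 15425870 to 17523778 on Day 3 (median 17202217). Long-read totals were 2548718 to 3520532 counts in Ctrl (median 2632641), 1651451 to 3218098 with TGF-β (median 2692106), 2899886 to 3772854 with TGF-β+MEKi (median 3066532) and 1310136 to 2957265 with MEKi (median 2230593). The DMSO libraries differed most in depth, from 875289 to 15277730 counts (median 2934811). For the long reads, PCR-amplified cDNA was barcoded and run on a PromethION, and the authors made a raw count matrix of genes with the TallyTriN workflow. For the short reads, poly(A) RNA was used, and the methods name kallisto for bulk data. The counter behind the whole-number gene counts is not given in the sources used here. Intervals that come from counts alone cover counting error only.
Here the raw counts were compared gene by gene with edgeR's quasi-likelihood test after TMM normalization, for 12408 genes in the short reads and 9777 in the long reads, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, and the study's added threshold of an absolute log_2_FC of at least 1.5 was counted beside it. Lists of genes fixed before the data were examined were tested with camera at a preset correlation of 0.01. The common dispersion was 0.00283 in the short reads and 0.129 in the long reads, which shared 1 estimate over all 15 libraries. Counts were simulated for all 15 long-read libraries, with gene means and dispersions from all of them. Of 50 genes changed by 2 on the log2 scale in the DMSO group, 62% were called against Ctrl. In the short-read simulation 100% of 50 such genes were called. All values are totals per gene, and shares of transcript isoforms were not analysed here.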

To investigate the hypothesis that transcript isoform shifts are triggered by TGF-β in the endometrium, we treated the hTERT-immortalized human endometrial stromal cell line (THESC) with TGF-β during in vitro decidualization and monitored transcript-level changes using Nanopore long-read RNA sequencing (Fig. 5). This approach enabled precise determination of transcript isoforms. 

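In the short reads, genes of cell division fell during decidualization and decidual genes rose. All 66 measured genes of mitosis and chromosome segregation were lower on Day 3 and none was higher (66 lower when adjusted over the list alone), with a median log_2_FC of −4.00. *CDC20*, an activator of the anaphase-promoting complex, had a log_2_FC of −4.93 (standard error 0.07, edgeR adjusted p = 1.65e-18), and *ANLN*, an actin-binding protein of cytokinesis, had −4.91 (standard error 0.08, edgeR adjusted p = 1.22e-17). Of 45 genes of DNA replication, 44 were lower and none was higher (44 adjusted over the list alone), with a median of −2.81. *RRM2*, a subunit of ribonucleotide reductase, had a log_2_FC of −4.49 (standard error 0.08, edgeR adjusted p = 2.30e-17). The other gene, *CCNE1*, a G1/S cyclin, had 0.17 (standard error 0.11, edgeR adjusted p = 0.165).
Of 26 decidualization markers, 24 were higher and 1 was lower (24 and 1 adjusted over the list alone), with a median log_2_FC of 2.31. *FOXO1*, a transcription factor of decidual cells, had a log_2_FC of 5.96 (standard error 0.08, edgeR adjusted p = 9.38e-19). *IGFBP1*, a secreted binding protein of insulin-like growth factors, went from 5 counts over the Day 0 libraries to 35888 over those of Day 3, a ratio of 7218 (95% counting interval 3093 to 22232). *PRL*, decidual prolactin, had no count on Day 0 and 527 on Day 3, which makes it at least 177-fold higher. The lower marker was *PRLR*, the prolactin receptor, with a log_2_FC of −1.13 (standard error 0.23, edgeR adjusted p = 2.51e-04). Of 15 progestin and glucocorticoid targets, 13 were higher and 2 were lower (13 and 2 adjusted over the list alone), *SAP30* and *TIPARP*, which are named after their values were seen. *CRISPLD2*, a secreted protein, had a log_2_FC of 7.15 (standard error 0.08, edgeR adjusted p = 8.11e-20), and *FKBP5*, a co-chaperone of steroid receptors, had 3.42 (standard error 0.08, edgeR adjusted p = 2.51e-16).
Matrix genes mostly rose, with 34 of 49 higher and 11 lower (34 and 11 adjusted over the list alone), such as the collagen *COL3A1* at a log_2_FC of 3.05 and the proteoglycan *DCN* at 3.65. Of 25 genes of the hnRNP family, which bind pre-mRNA, 22 were lower and none was higher (23 lower adjusted over the list alone), with *HNRNPA2B1* at −1.32 and *HNRNPR* at −1.42. Of 24 targets of MEK/ERK signalling, 18 were lower and 6 higher (18 and 6 adjusted over the list alone), with the cyclin *CCND1* at −2.31. Of the epithelial keratins, *KRT18* (−1.83) and *KRT19* (−1.82) were lower and *KRT7* (0.78) and *KRT8* (0.44) higher.
By camera, adjusted over 19 lists, the adjusted p was 5.65e-97 for mitosis, 3.23e-44 for replication, 6.33e-24 for the decidualization markers and 5.90e-15 for the progestin targets (0.00162, 0.0141, 0.0205 and 0.00975 with an estimated correlation). It was 2.99e-08 for the matrix, 4.37e-05 for the hnRNP family and 6.29e-05 for the MEK/ERK targets, calls that were lost with an estimated correlation (adjusted p = 0.160, 0.183 and 0.0737). In all, 9961 genes were called, 4939 higher and 5022 lower, of which 2192 passed the study's threshold. The Day 0 and Day 3 libraries did not overlap in 81.5% of the genes, where chance gives 10%.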

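In the long reads, with DMSO on Day 3 against Ctrl on Day 0, genes of cell division were lower too and some decidual genes were higher. Of 55 genes of mitosis, 19 were lower and none was higher (45 lower adjusted over the list alone), with a median log_2_FC of −1.87. *CCNB1*, cyclin B1, had a log_2_FC of −1.59 (standard error 0.26, edgeR adjusted p = 9.27e-04), and *PTTG1*, the securin that inhibits separase, had −1.87 (standard error 0.30, edgeR adjusted p = 9.27e-04). Of 37 genes of replication, 7 were lower and none was higher (12 lower adjusted over the list alone), with a median of −1.46, among them *TK1*, thymidine kinase, at −2.66 (standard error 0.49, edgeR adjusted p = 0.00324). *CDKN3*, a phosphatase of cyclin-dependent kinases, had a log_2_FC of −2.92 (standard error 0.36, edgeR adjusted p = 1.31e-04).
Of the 26 decidualization markers of the short reads, 15 had enough counts to be tested, and 3 of them were higher and none was lower (4 higher adjusted over the list alone). The 3 were *HSD11B1*, which regenerates cortisol, with a log_2_FC of 4.79 (standard error 0.61, edgeR adjusted p = 1.31e-04), the WNT antagonist *DKK1* at 1.34 and *LMCD1* at 1.87. *IGFBP1* and *PRL* had 0 counts in the Ctrl and DMSO libraries and *WNT4*, a WNT ligand, had 0 and 5. *TIMP3*, an inhibitor of metalloproteinases that rose by 4.19 in the short reads, had a log_2_FC of −1.05 (standard error 0.55, edgeR adjusted p = 0.318). Of 11 progestin and glucocorticoid targets, 3 were higher and none was lower (6 higher adjusted over the list alone), *TSC22D3* at 2.73 (standard error 0.28, edgeR adjusted p = 1.23e-05), *CRISPLD2* at 2.29 and *FKBP5* at 3.54. The alcohol dehydrogenase *ADH1B* rose by 4.73 (standard error 0.43, edgeR adjusted p = 4.03e-06). Of 49 matrix genes, 6 were higher and 2 lower (16 and 5 adjusted over the list alone), with *SPARC* at 1.79 and the collagenase *MMP1* at −2.33. The epithelial keratin *KRT19* fell by 1.44 (edgeR adjusted p = 0.00475), while *KRT18* at 1.40 (standard error 0.40, edgeR adjusted p = 0.0584) and *KRT7* at 0.79 (standard error 0.57, edgeR adjusted p = 0.502) were higher in every DMSO library than in any Ctrl library but not called (*KRT18* was by DESeq2, with an adjusted p of 0.0223).
The camera adjusted p was 3.89e-31 for mitosis, 9.42e-14 for replication, 1.26e-05 for the decidualization markers and 1.73e-08 for the progestin targets (8.40e-05, 5.40e-04, 0.00342 and 0.00342 with an estimated correlation). For the matrix it was 0.0132, a call lost with an estimated correlation (adjusted p = 0.189) and without Ctrl replicate 2. Among 9777 genes, 351 were called, 192 higher and 159 lower, and 192 passed the study's threshold. The count fell to 168 and 194 without Ctrl replicates 1 and 2, and to 156, 197 and 152 without DMSO replicates 1, 2 and 3. Without Ctrl replicate 3 it rose instead. The groups did not overlap in 22.4% of genes, where chance gives 10%.
Over the 9026 genes tested on both platforms, the log_2_FC values had a Pearson r of 0.376 and a Spearman rho of 0.303, across genes that are not independent replicates. Of 320 genes called on both, 274 had the same sign (85.6%).

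**Figure D1:**
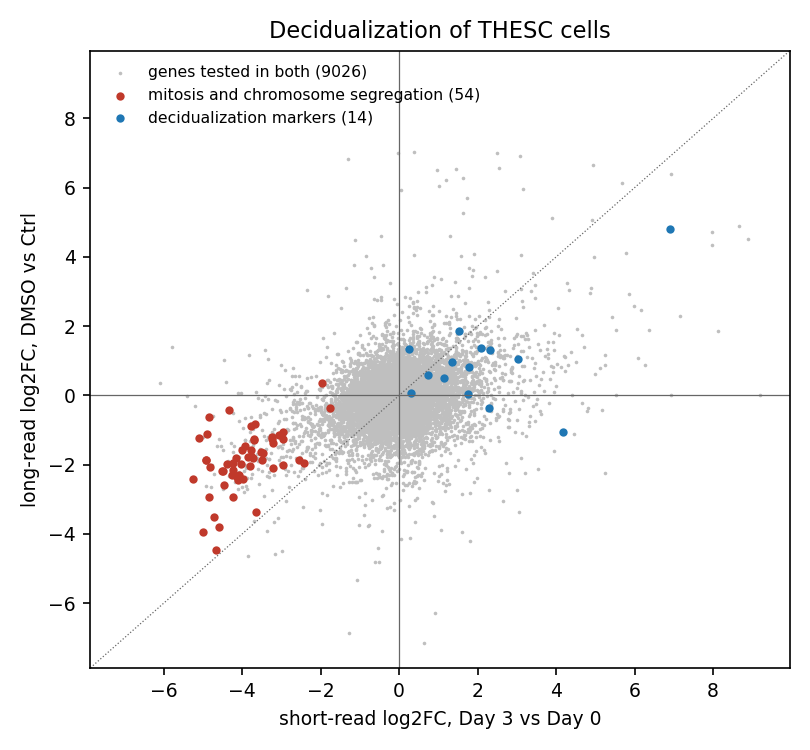
Each point is a gene tested on both platforms, with its short-read log_2_FC of Day 3 against Day 0 on the x axis and its long-read log_2_FC of DMSO against Ctrl on the y axis (n = 3 libraries per group), in grey for all 9026 genes, red for genes of mitosis and blue for decidualization markers. Most red points lie below 0 on both axes and above the dotted line of equal change.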

Consistent with a short-read (Illumina) THESC dataset, differentially expressed genes (padj < 0.05, absolute log_2_FC ≥ 1.5) were enriched in pathways related to cell cycle regulation and chromosome segregation (Supplementary Fig. 13). The pro-fibrotic effects of TGF-β are mediated through both SMAD-dependent and non-canonical MEK/ERK signalling pathways^81,82^. Prior studies have shown that blocking MEK/ERK can attenuate fibroid cell proliferation and ECM production, suggesting that ERK activation is required for certain TGF-β-mediated effects in fibroid pathology^83,84^. 

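In decidualized cells without added TGF-β, MEKi raised contractile genes and lowered genes of mitosis. Of 26 contractile and myofibroblast genes, 10 were higher with MEKi than with DMSO and none was lower (19 higher adjusted over the list alone), with a median log_2_FC of 0.93. *CNN1*, the smooth muscle protein calponin, had a log_2_FC of 3.96 (standard error 0.37, edgeR adjusted p = 5.27e-07), and *TAGLN*, transgelin, had 1.93 (standard error 0.31, edgeR adjusted p = 3.65e-04). The smooth muscle actins *ACTA2* and *ACTG2* rose by 3.66 and 5.66, and near-identical actin genes may share reads. Of 55 genes of mitosis, 26 were lower and none was higher (35 lower adjusted over the list alone), with *CCNB1* at −3.20 (standard error 0.31, edgeR adjusted p = 8.69e-07). Their median was −2.76, or −2.13 with the 12 genes that had no count with MEKi or with DMSO set at their bound.
Of 49 matrix genes, 17 were higher and 7 lower (26 and 8 adjusted over the list alone). *COL3A1*, a fibrillar collagen, had a log_2_FC of 2.16 (standard error 0.19, edgeR adjusted p = 2.14e-07), and *DCN*, decorin, had 1.48 (standard error 0.20, edgeR adjusted p = 6.74e-05). *FN1*, fibronectin, fell by 1.46 (standard error 0.18, edgeR adjusted p = 2.39e-05), and *THBS1*, an antiangiogenic matrix protein, had −1.83 (standard error 0.23, edgeR adjusted p = 3.24e-05). Of 17 genes of angiogenesis and VEGF signalling, *EDN1* (endothelin 1, 3.65) and *VEGFA* (2.84) were higher and *THBS1* was lower (5 higher and 3 lower adjusted over the list alone). The call of *VEGFA* was lost with the replicate block, without any of the DMSO replicates and without MEKi replicate 2 or 3. Of 16 MEK/ERK targets, 4 were lower and 1 higher (6 and 1 adjusted over the list alone). *CCND1* had a log_2_FC of −1.57 and *HMGA2*, a chromatin protein, −2.96, while *FOS* at 5.86 lost its call without DMSO replicate 1 or 3 or MEKi replicate 2. Markers of other cell types moved too: the epithelial keratin *KRT18* had a log_2_FC of −1.74 (standard error 0.41, edgeR adjusted p = 0.0115), lost without DMSO replicate 3 or MEKi replicate 2, and *CD68*, a macrophage marker also found in other cells, had −1.08 (standard error 0.23, edgeR adjusted p = 0.00562). Of 13 mitochondrially encoded genes 1 was higher and none lower (3 higher adjusted over the list alone), *MT-CO3* at 0.73 (standard error 0.18, edgeR adjusted p = 0.0159), lost with no filter and without DMSO replicate 2 or 3 or MEKi replicate 2. Such genes held 2.01% to 2.18% of the counts of a library with MEKi and 1.34% to 1.75% with DMSO.
The camera adjusted p was 2.14e-22 for the contractile genes and 1.32e-27 for mitosis (2.56e-04 and 8.02e-04 with an estimated correlation), 2.61e-05 for the matrix and 0.00220 for the MEK/ERK targets. The matrix and MEK/ERK calls were lost with an estimated correlation (adjusted p = 0.0639 and 0.0574). For the angiogenesis genes it was 0.705, and for the mitochondrially encoded genes 0.0613 (0.556 with an estimated correlation, 0.0345 without DMSO replicate 1). In all 620 genes were called, 369 higher and 251 lower, and the count fell to 358 without DMSO replicate 3 and to 379 without MEKi replicate 2. The groups did not overlap in 24.7% of genes, where chance gives 10%.
Whether the effect of TGF-β differed with MEKi was tested as an interaction contrast of the DMSO, TGF-β, MEKi and TGF-β+MEKi libraries. By edgeR no gene was called (340 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). *FN1* had an interaction of −0.40 (standard error 0.25, edgeR adjusted p = 1.000) on the log2 scale, and *THBS1* had −1.10 (standard error 0.32, edgeR adjusted p = 1.000). The matrix list was lower in the interaction, with a median of −0.25 and a camera adjusted p of 0.0342 (adjusted p = 0.719 with an estimated correlation). That call was also lost with fry and without DMSO replicate 3, TGF-β replicate 1, MEKi replicate 1 or 2, or TGF-β+MEKi replicate 3. Of the 49 matrix genes, none of them called, 35 had a log_2_FC above 0 for TGF-β against DMSO and 17 for TGF-β+MEKi against MEKi.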

Given that aberrant ECM accumulation and dysregulated angiogenesis are key contributors to fibroid-associated HMB, we applied a MAPK/ERK kinase (MEK) inhibitor (MEKi)^59^ to determine whether TGF-β-mediated signalling relevant to these processes was dependent on MEK/ERK activation.

**Fig. 5:**
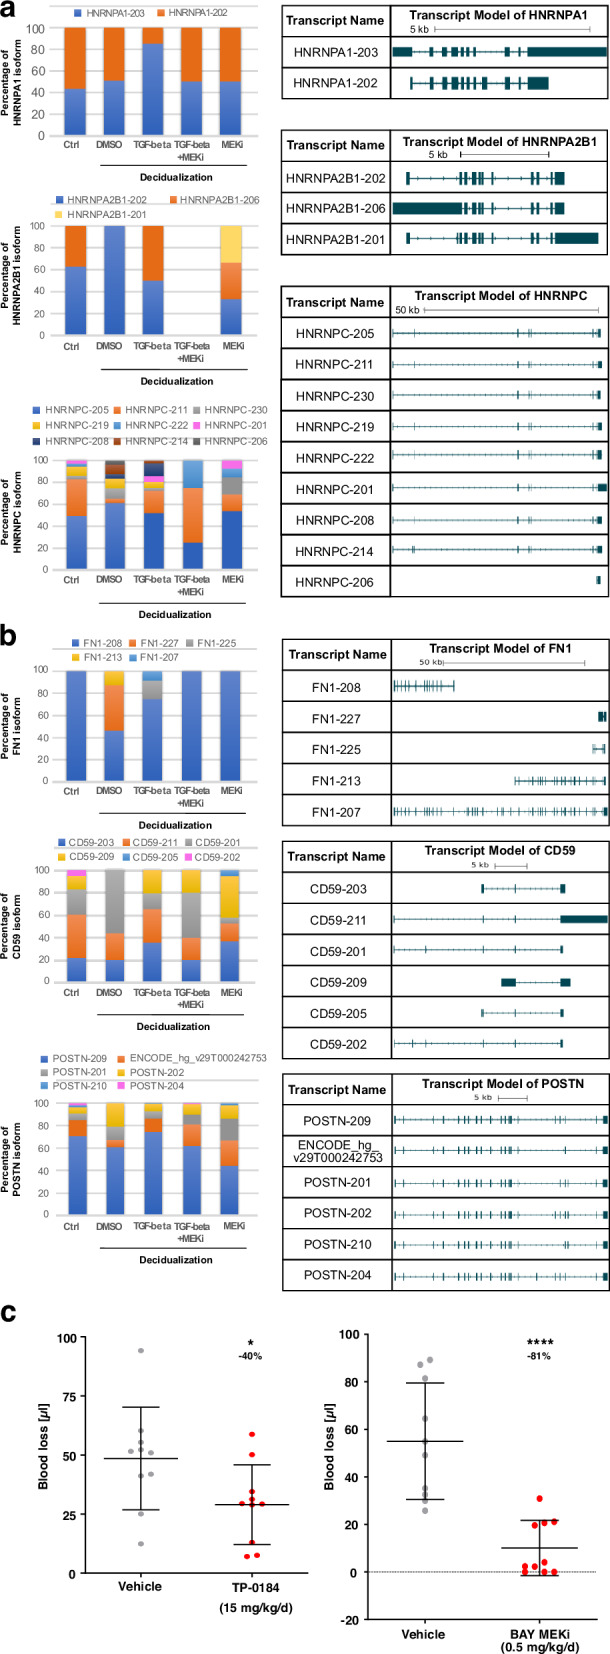
The effect of TGF-β on endometrial homoeostasis in vitro and in vivo. **a**, **b** Alternative transcript usage induced by TGF-β treatment in decidualized THESC cell line. **a** Members of the heterogeneous nuclear ribonucleoprotein (hnRNP) family: *HNRNPA1*, *HNRNPA2B1*, and *HNRNPC*. **b** ECM-related genes (*FN1*, *POSTN*) and the immune-related gene *CD59*. Sample size per group is 3. **c** Effect of TP-0184 (ACVR inhibitor; left panel) and BAY MEKi (MEK inhibitor; right panel) on menstrual-like bleeding in a murine model. Two independent in vivo experiments were conducted to investigate the effects of TP-0184 (an ACVR inhibitor) and BAY-533 (a MEK inhibitor); the sample size for each group is 10. Both treatments showed a significant reduction in total uterine blood loss. Blood loss was quantified via alkaline elution of tampons and corrected for background levels. Data represents the mean with standard deviation from ten experiments per treatment group. Statistical significance was assessed using Student’s *t*-test (*p < 0.05; ****p < 0.0001).

To identify and quantify transcripts isoforms in the long-read dataset, we employed Talon^54^ for transcript annotation and quantification, followed by Swan^55^ for differential isoform expression analysis. Notably, TGF-β treatment during decidualization led to DTU events (*p* < 0.05) compared to DMSO, particularly in genes involved in mRNA processing and splicing, such as the hnRNP family^85–87^ (*HNRNPA1*, *HNRNPA2B1*, *HNRNPC*, *HNRNPK*, *HNRNPR*, *HNRNPU*), RNA-binding proteins (*RBM4*, *RBM39*), VEGFA-VEGFR2 signalling pathways, and hereditary leiomyomatosis (Supplementary Fig. 14a). 

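At the level of gene totals, no gene differed past the test between TGF-β and DMSO. *HNRNPA1*, a splicing regulator that also has many processed copies in the genome, had a log_2_FC of −0.65 (standard error 0.26, edgeR adjusted p = 0.725), *HNRNPK*, which binds C-rich RNA, had −0.27 (standard error 0.18, edgeR adjusted p = 0.823), *HNRNPR* had 0.44 (standard error 0.27, edgeR adjusted p = 0.788) and *HNRNPU* had 0.31 (standard error 0.26, edgeR adjusted p = 0.863). Of the RNA-binding proteins, *RBM4* had −0.61 (standard error 0.25, edgeR adjusted p = 0.725) and *RBM39*, a splicing coactivator, had −0.56 (standard error 0.29, edgeR adjusted p = 0.775). Of 25 genes of the hnRNP family and of 40 SR proteins and other splicing regulators, none was called higher or lower (also none adjusted over the list alone), with medians of 0.06 and 0.21. *VEGFA*, which encodes the growth factor of VEGFA-VEGFR2 signalling, had a log_2_FC of 1.55 (standard error 0.85, edgeR adjusted p = 0.775). *FH*, the fumarate hydratase gene mutated in hereditary leiomyomatosis, had −0.22 (standard error 0.27, edgeR adjusted p = 0.901). Of 17 genes of angiogenesis and 24 targets of TGF-β none was called (also none adjusted over the list alone). The TGF-β targets *SERPINE1* and *CCN2* had values of −0.30 (standard error 0.21, edgeR adjusted p = 0.823) and 0.55 (standard error 0.21, edgeR adjusted p = 0.725).
The camera adjusted p was 0.827 for the hnRNP family, the other splicing regulators, the angiogenesis genes and the TGF-β targets alike. By edgeR, 0 of 9777 genes were called (635 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). The smallest edgeR adjusted p was 0.301, for *CLTB*, a clathrin light chain, at a log_2_FC of 1.76 (standard error 0.33), a gene chosen after its value was seen. The groups did not overlap in 16.2% of the genes, where chance gives 10%. In counts simulated for this comparison, edgeR called 50% of 50 genes changed by 2 on the log2 scale and 6% of 50 genes changed by 1.
*HNRNPA1* (ENSG00000135486) lies on chromosome 12 of GRCh38 from 54280193 to 54287088, *HNRNPK* (ENSG00000165119) on chromosome 9 from 83968083 to 83980631, *HNRNPR* (ENSG00000125944) on chromosome 1 from 23303771 to 23344336 and *HNRNPU* (ENSG00000153187) on chromosome 1 from 244840638 to 244864560. *RBM4* (ENSG00000173933) lies on chromosome 11 from 66638667 to 66668374 and *RBM39* (ENSG00000131051) on chromosome 20 from 35701347 to 35742312.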

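In TGF-β-treated cells, MEKi again went with higher contractile genes and lower genes of mitosis. Of 26 contractile genes, 10 were higher with TGF-β+MEKi than with TGF-β alone and none was lower (19 higher adjusted over the list alone). *ACTG2*, an actin of smooth muscle, had a log_2_FC of 6.49 (standard error 0.39, edgeR adjusted p = 5.22e-10), *CNN1* had 3.37 (standard error 0.35, edgeR adjusted p = 1.72e-06) and *TAGLN* had 1.95 (standard error 0.31, edgeR adjusted p = 3.04e-04). *CRYAB*, a small heat shock protein, rose by 6.24 (standard error 0.36, edgeR adjusted p = 3.30e-10). Of 55 genes of mitosis, 24 were lower and none was higher (38 lower adjusted over the list alone), with *CDK1*, the mitotic kinase, at −4.46 (standard error 0.54, edgeR adjusted p = 1.69e-05). Their median log_2_FC was −2.58, or −2.34 with the 5 genes that had no count with TGF-β or with TGF-β+MEKi set at their bound. Of 37 genes of replication, 6 were lower and none was higher (8 lower adjusted over the list alone), with thymidylate synthase, *TYMS*, at −3.97.
Of 16 MEK/ERK targets, 5 were lower and none was higher (9 lower adjusted over the list alone), with *CCND1* at −2.21 (standard error 0.38, edgeR adjusted p = 7.25e-04) and *HMGA2* at −3.07 (standard error 0.60, edgeR adjusted p = 0.00233). *ETV4*, an ETS factor, and *DUSP6*, the phosphatase of ERK, had 34 and 23 counts over the TGF-β libraries and none with TGF-β+MEKi. Their mean CPM (counts scaled to the library total) with TGF-β was 17.2-fold and 13.7-fold above a floor of 3 counts over the TGF-β+MEKi group. These folds leave out the spread between the TGF-β libraries and are no strict lower bounds. Of 49 matrix genes, 15 were higher and 8 lower (21 and 10 adjusted over the list alone), with *COL3A1* at 1.88 and *COL1A1* at 1.42 against *THBS1* at −2.93 and *MMP1* at −3.59. Of 17 genes of angiogenesis, 2 were higher and 6 lower (3 and 6 adjusted over the list alone). The growth factor *FGF2* had a log_2_FC of −2.01 (standard error 0.41, edgeR adjusted p = 0.00360), and the VEGF coreceptor *NRP1* had −1.29 (standard error 0.28, edgeR adjusted p = 0.00644), a call lost without TGF-β replicate 1. The higher genes were *EDN1* at 3.42, a call lost without TGF-β replicate 2, and *ANG*, angiogenin, at 2.21, which was chosen after its value was seen. The epithelial keratin *KRT19* fell by 1.69 (standard error 0.29, edgeR adjusted p = 6.10e-04). *KRT18* at −1.03 (standard error 0.40, edgeR adjusted p = 0.170) and *KRT8* at −1.54 (standard error 0.64, edgeR adjusted p = 0.218) were lower in every library with TGF-β+MEKi but not called. Of 13 mitochondrially encoded genes 1 was higher and none lower (3 higher adjusted over the list alone), *MT-CO1* at 0.64 (standard error 0.18, edgeR adjusted p = 0.0368), lost with no filter, with the replicate block, with only the groups in the contrast, without any of the TGF-β replicates and without TGF-β+MEKi replicate 1 or 3. Such genes held 1.83% to 2.27% of the counts of a library with TGF-β+MEKi and 1.54% to 1.79% with TGF-β.
The camera adjusted p was 1.76e-24 for the contractile genes, 1.05e-30 for mitosis, 6.71e-11 for replication and 9.19e-07 for the MEK/ERK targets (1.10e-04, 2.32e-04, 8.81e-04 and 0.00363 with an estimated correlation). It was 0.0273 for the matrix, a call lost with an estimated correlation (adjusted p = 0.304) and without TGF-β replicate 2 or 3, and 0.132 for the angiogenesis genes. For epithelial markers and mitochondrially encoded genes it was 0.00225 and 0.00744, calls lost with an estimated correlation (adjusted p = 0.156 and 0.354), the latter also with fry and without TGF-β+MEKi replicate 3. In all 557 genes were called, 300 higher and 257 lower, and 358 passed the study's threshold. The count fell to 353, 358 and 362 without TGF-β replicates 1, 2 and 3 and to 341 without TGF-β+MEKi replicate 3. The groups did not overlap in 24.8% of genes, where chance gives 10%.
This comparison shares no library with that of MEKi against DMSO, but both came from the same fit of 15 libraries. MEKi and TGF-β+MEKi libraries with the same replicate number also deviated alike from their group means. The lists are thus not fully independent, and the values for independent lists below are a reference only. Of the genes called higher, 213 were called higher in both, where independent lists would share 11.3, and of those called lower 152 were, where independent lists would share 6.60. None was called in opposite directions. Across the 9777 genes the log_2_FC values of both comparisons had a Pearson r of 0.622 and a Spearman rho of 0.512.

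**Figure D2:**
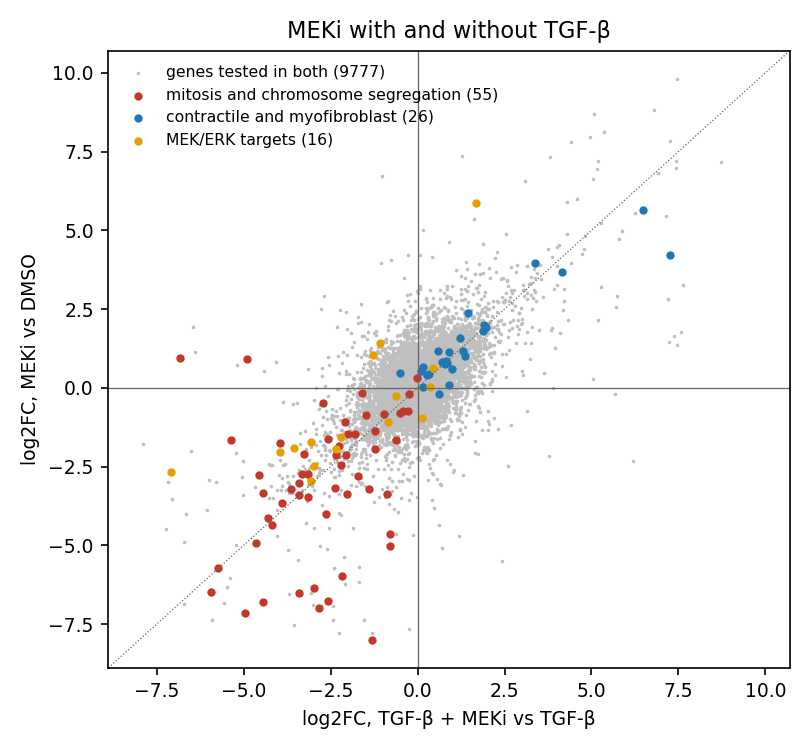
Each point is a gene, with its log_2_FC of TGF-β+MEKi against TGF-β on the x axis and of MEKi against DMSO on the y axis (n = 3 libraries per group), in grey for all 9777 genes, blue for contractile genes, red for genes of mitosis and orange for MEK/ERK targets. Most blue points lie above 0 and most red points below 0 on both axes, and the dotted line marks equal change.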

Similar pathways were enriched when comparing co-treatment with TGF-β and MEKi to TGF-β treatment alone during decidualization, indicating that TGF-β-driven transcriptome reprogramming is largely achieved through RNA metabolic process and mRNA splicing (Supplementary Fig. 14b).

As shown in Fig. 5, TGF-β altered transcript isoform ratios in multiple genes. For instance, *HNRNPA2B1* exhibited a shift from 100% *A2B1-202* to a 50:50 ratio of *A2B1-202* and *A2B1-206* upon TGF-β treatment (Fig. 5a, middle panel). Given that *A2B1-206* is an intron-retained, non-protein-coding transcript, this shift suggests potential downregulation of *HNRNPA2B1*. Similarly, we detected 10 *HNRNPC* transcript isoforms (Fig. 5a, bottom panel), including *HNRNPC-206* (ENST00000553444), a non-protein coding variant, while other isoforms encode structurally distinct proteins, suggesting functional changes due to transcript switching. These findings indicate that the functions of hnRNP family are regulated via alternative transcript usage, subsequently further influencing mRNA splicing and processing.

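The total of *HNRNPA2B1* did not differ past the test between TGF-β and DMSO. This gene encodes an RNA-binding protein of the hnRNP A/B family. It was measured at 687 ± 163 CPM (counts scaled to the library total; SD, n = 3) with TGF-β and 513 ± 60.2 (SD, n = 3) with DMSO, a log_2_FC of 0.35 (standard error 0.21, 95% confidence interval −0.08 to 0.78, edgeR adjusted p = 0.777). With TGF-β+MEKi it was at 358 ± 35.3 CPM (SD, n = 3), which is a log_2_FC of −0.80 (standard error 0.21, edgeR adjusted p = 0.0224) against TGF-β. That call was lost without TGF-β replicate 1 or 2 and without TGF-β+MEKi replicate 1 or 2. Ctrl cells were at 938 ± 221 and MEKi-treated cells at 399 ± 69.7 CPM (SD, n = 3 each). The gene had 510 to 7379 counts in a long-read library. *HNRNPA1* was at 1143 ± 161 CPM with DMSO and 769 ± 198 with TGF-β (SD, n = 3 each).
*HNRNPA2B1* (ENSG00000122566) lies on the minus strand of chromosome 7 of GRCh38, from 26171151 to 26201529, and GENCODE release 44 lists 49 transcripts for it. *HNRNPA2B1-202* (ENST00000356674) spans 26189942 to 26201047 with 11 exons, 4106 nt long, and encodes 353 amino acids. *HNRNPA2B1-206* (ENST00000490912) spans 26189927 to 26201529 with 11 exons, is 6718 nt long and is annotated as a retained intron with no coding sequence.
The gene counts do not separate these transcripts. From the isoform shares in Fig. 5a, and because the second transcript codes for no protein, the paper proposes a potential downregulation of *HNRNPA2B1* with TGF-β.

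**Figure D3:**
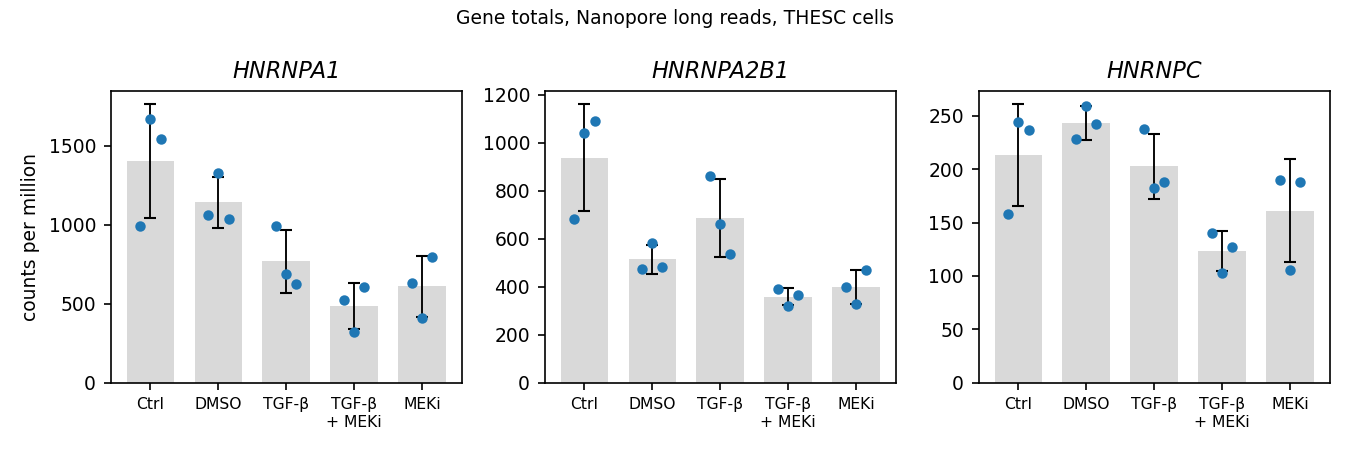
Gene totals of *HNRNPA1*, *HNRNPA2B1* and *HNRNPC* in CPM (y axis) by group (x axis) in the long reads, with means as bars, SD as error bars and single libraries as points (n = 3 per group). *HNRNPA2B1* reads 513 ± 60.2 with DMSO and 687 ± 163 with TGF-β.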

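*HNRNPC* encodes a nuclear protein that binds U-rich stretches of nascent RNA. Its gene total was 243 ± 15.7 CPM with DMSO and 202 ± 30.3 with TGF-β (SD, n = 3 each), a log_2_FC of −0.33 (standard error 0.23, edgeR adjusted p = 0.823). With TGF-β+MEKi it was 123 ± 18.9 CPM (SD, n = 3), which is a log_2_FC of −0.58 (standard error 0.23, edgeR adjusted p = 0.184) against TGF-β. Neither difference passed the test. Each long-read library held 227 to 3699 counts of the gene, to be divided between all its transcripts. *HNRNPC* (ENSG00000092199) lies on the minus strand of chromosome 14 of GRCh38 from 21209136 to 21269494, and GENCODE release 44 lists 32 transcripts for it. Transcript ENST00000553444 spans 21210937 to 21212002 with 3 exons and 724 nt, is annotated as a retained intron with no coding sequence, and is named *HNRNPC-205* in that release.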

In addition to splicing-related genes, alternative splicing in ECM-associated genes was observed (Fig. 5b). 

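The totals of the ECM genes and of *CD59*, an inhibitor of complement lysis at the cell surface, did not differ past the test between TGF-β and DMSO. *FN1* was at 5182 ± 1570.3 CPM with TGF-β and 3915 ± 241 with DMSO (SD, n = 3 each), a log_2_FC of 0.32 (standard error 0.18, 95% confidence interval −0.05 to 0.69, edgeR adjusted p = 0.775). *POSTN* was at 183 ± 48.1 and 156 ± 42.4 CPM (SD, n = 3 each), a log_2_FC of 0.16 (standard error 0.35, edgeR adjusted p = 0.954). *CD59* was at 606 ± 50.5 and 630.4 ± 55.7 CPM (SD, n = 3 each), a log_2_FC of −0.12 (standard error 0.17, edgeR adjusted p = 0.924). *THBS1*, thrombospondin 1, had 0.69 (standard error 0.23, edgeR adjusted p = 0.725) and the collagen *COL1A1* had −0.36 (standard error 0.20, edgeR adjusted p = 0.775). Of 49 ECM genes, none was called higher or lower with TGF-β (also none adjusted over the list alone), with a median log_2_FC of 0.16 and a camera adjusted p of 0.111 (0.0464 without TGF-β replicate 2).
With TGF-β+MEKi against TGF-β, *FN1* had a log_2_FC of −1.85 (standard error 0.18, edgeR adjusted p = 1.09e-06), at 1293 ± 124 CPM (SD, n = 3). *CD59* had 0.40 (standard error 0.17, edgeR adjusted p = 0.241). *CD59* (ENSG00000085063) lies on chromosome 11 of GRCh38 from 33703010 to 33736479.

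**Figure D4:**
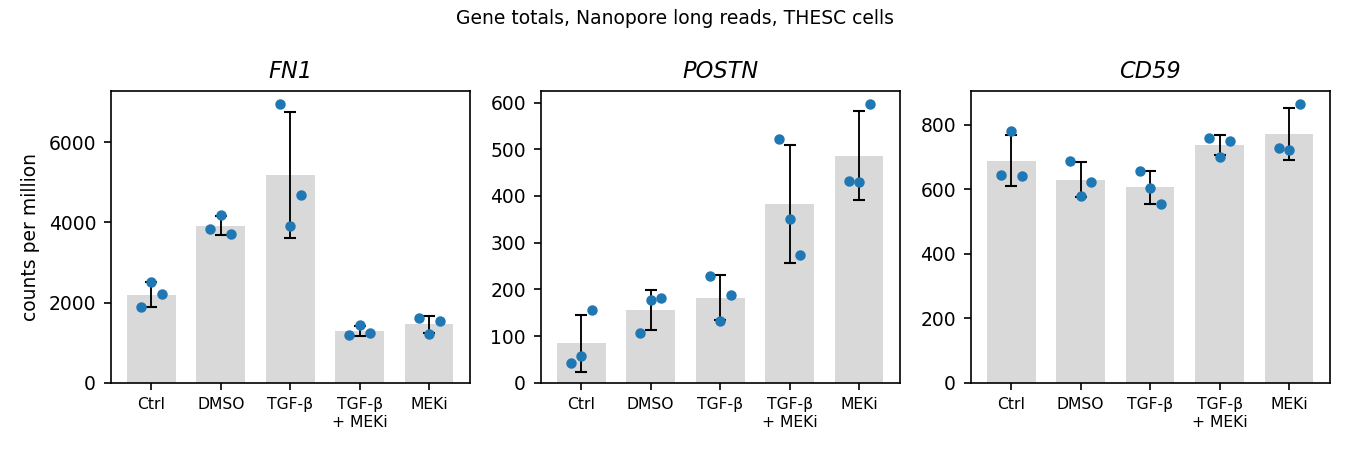
Gene totals of *FN1*, *POSTN* and *CD59* in CPM (y axis) by group (x axis) in the long reads, with means as bars, SD as error bars and single libraries as points (n = 3 per group). *FN1* reads 2200.1 ± 318 in Ctrl and 3915 ± 241 with DMSO.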

Fibronectin-1 (FN1), a key ECM glycoprotein, mediates cell adhesion, integrin signalling, and growth factor binding (including TGF-β interactions)^88–90^. With distinct domain compositions, FN1 isoforms display different ligand-binding affinity, dimerization, solubility, and fibrillogenesis^88,89^. Among the *FN1* transcripts identified (Fig. 5b, upper panel), three are protein-coding. 

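*FN1* (ENSG00000115414) lies on the minus strand of chromosome 2 of GRCh38 from 215360440 to 215436073, and GENCODE release 44 lists 27 transcripts for it. *FN1-208* (ENST00000426059) covers the 5′ part of the gene, from 215414661 to 215436073, with 13 exons, 2388 nt and 657 amino acids. *FN1-213* (ENST00000456923) covers the 3′ part, from 215361147 to 215393147, with 21 exons, 3720 nt and 1103 amino acids. *FN1-207* (ENST00000421182) spans 215360440 to 215436067 with 45 exons, 8103 nt and 2240 amino acids. In the long reads the gene had 2011 to 56818 counts per library over the 15 libraries. On Day 3 with DMSO it was higher than in Ctrl, at 0.92 (standard error 0.18, edgeR adjusted p = 0.00530) on the log2 scale. In the short reads it had a log_2_FC of −0.29 (standard error 0.04, edgeR adjusted p = 1.17e-05) between Day 3 and Day 0.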

*FN1-208* encodes a 73 kDa N-terminal protein, *FN1-213* encodes a 121 kDa central/C-terminal protein, and *FN1-207* encodes a 239 kDa full-length isoform lacking EDA and EDB regions. These isoforms may exert differential effects in ECM organisation. Additionally, periostin (POSTN), a secreted ECM glycoprotein involved in fibrosis and tumour progression^91^, exhibited alternative splicing between exon 17 and exon 21 (Fig. 5b, bottom panel), consistent with its differential expression in normal and diseased tissues^91^.

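*POSTN*, the matricellular protein periostin, had 108 to 2778 counts per long-read library. Against DMSO it rose with MEKi by 1.62 (standard error 0.36, edgeR adjusted p = 0.00667) on the log2 scale. Against TGF-β it had a log_2_FC of 1.20 (standard error 0.35, edgeR adjusted p = 0.0488) with TGF-β+MEKi, a call lost with DESeq2's size factors and without any 1 of the 6 libraries. Its level was 486 ± 95.3 CPM with MEKi and 382 ± 127 with TGF-β+MEKi, against 84.7 ± 61.3 in Ctrl (SD, n = 3 each). The interaction of both treatments for the gene was −0.42 (standard error 0.50, edgeR adjusted p = 1.000).
*POSTN* (ENSG00000133110) lies on the minus strand of chromosome 13 of GRCh38 from 37562583 to 37598844, and GENCODE release 44 lists 10 transcripts for it. In *POSTN-204* (ENST00000379749), with 22 exons and 808 amino acids, exon 17 lies from 37574572 to 37574652, exon 18 from 37571369 to 37571458, exon 19 from 37570580 to 37570669, exon 20 from 37569744 to 37569821 and exon 21 from 37564519 to 37564560. The annotated proteins of *POSTN-201*, *POSTN-202*, *POSTN-209* and *POSTN-210* have 779, 809, 781 and 749 amino acids. The gene counts do not separate these transcripts.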

To examine potential effects on HMB by blocking TGF-β or MAPK pathways, we further tested MEK and ACVR1 (TGF-β receptor) inhibition in an in vivo mouse menstruation model^56^. This system mimics primate menstrual cycles, where progesterone withdrawal induces menstrual-like bleeding in ovariectomised, hormone-primed mice. MEK or ACVR1 inhibition significantly reduced uterine bleeding (Fig. 5c), supporting the hypothesis that UF-associated growth factors affect endometrium physiology that potentially contributing to HMB.

Overall, our findings in both decidualized THESC cell line and endometrium from UF patients reveal that TGF-β signalling alters transcript usage in genes involved in mRNA splicing and ECM organisation. These alternative splicing events may underlie key pathological changes in UF, contributing to endometrial dysfunction and heavy menstrual bleeding.

## Discussion

The molecular mechanism linking UFs to HMB remains poorly understood, limiting targeted treatment options while current treatments primarily aim on reducing menstrual blood loss. UF growth is a female sex-steroid hormone-dependent process, accordingly therapeutic interventions for HMB have often focused on steroid hormones, oestrogen and progesterone, including selective progesterone receptor modulators (SPRM) such as Ulipristal acetate (UPA) and gonadotropin-releasing hormone (GnRH) agonist therapy^3–5^. Due to their side effect profiles, non-hormonal therapies that efficiently and safely target HMB are highly desirable. Our study provides insights into the molecular mechanism underlying uterine fibroid (UF), particularly in relation to heavy menstrual bleeding (HMB). By applying the multi-omics analysis of transcriptomics, proteomics, and genomics, in addition to single cell RNAseq (sc-RNAseq) analysis and differential transcript usage (DTU) analysis, we identified alternative transcript usage, TGF-β signalling and ECM dysregulation as key molecular alterations that contribute to fibroid pathogenesis and endometrial dysfunction.

Our targeted sequencing approach reveals, in contrast to prior reports suggesting that *MED12* and *HMGA2* mutations are present in ~90% of UFs, a lower frequency of these mutations (<50% of cases) in our cohort. The reason for the discrepancy is unknown but the data may point to ethnic and regional differences in genomic aberrations found in UFs^92,93^. Instead, we observed a higher prevalence of *AHR* missense mutations, and *COL4A6* insertion-deletion and frameshift variants. Given that ECM dysregulation is a hallmark of UF, the identification of *COL4A6* variants further underscores the functional impacts on ECM remodelling. In addition to hormone regulation, key mechanisms that contribute to ECM remodelling in UFs include Rho and ERK/p38 related mechanotransduction, nuclear location of YAP/TAZ, and growth factors such as TGF-β, EGF, and IGF-1^94–96^.

Supporting this, our multi-omics analysis confirmed upregulation of key ECM components, including *COL1A1, COL3A1* and *VCAN*, consistent with previous studies demonstrating excessive collagen synthesis in UFs^25,94,97–100^. Collagen fibrils for example, were found shorter and more disordered in UFs, in addition to the altered ratio of collagen type I/III^101^. Moreover, sc-RNAseq revealed elevated receptor-ligand interactions in collagen, laminin, and fibronectin-1 signalling in UF endometrium and myometrium, suggesting that ECM remodelling extends beyond fibroid itself to the surrounding uterine tissues^31,102^. These findings reinforce the hypothesis that targeting ECM-related pathways may offer therapeutic potential in treating UF and its associated symptoms^94,95,103–107^.

Our study also highlights RNA processing and alternative splicing as critical contributors to endometrial dysfunction in UF patients. Alternative splicing plays a crucial role in protein diversity and has been linked to various diseases, including cancer^108–110^. Our multi-omic analysis identified latent factors that correlates with HMB, hormone treatment, and fibroid presence with certain driver mutations, emphasizing the broad impact of UF on endometrial physiology. We found that RNA metabolic processes and splicing-related genes were noticeably dysregulated, implicating that aberrant transcript usage may contribute to UF-associated HMB.

Further DTU analysis revealed alternative splicing in genes involved in blood vessel morphogenesis (*TGFBR2*, *ENG*, and *NRP1*), prostaglandin synthesis (*TBXA2R*, *PTGES*), and hormone signalling (*PGR*, *FGF7* and *FGFR2*). DTU in splicing-related genes (*HNRNPR*, *HNRNPL*) further underscores the potential disruption of splicing regulation in UF-associated endometrial pathology.

Notably, the TGF-β type II receptor emerged as a key regulator, with an altered balance between its two isoforms, TβR-II and TβRII-B, which binds TGF-β I/III or TGF-β II, respectively^72,73^. Our findings suggest a shift toward the dominant expression of TβRII-B in UF endometrium, potentially influencing TGF-β ligand specificity and downstream signalling effects. These findings suggest that alternative splicing in UF endometrium may alter TGF-β signalling dynamics, further compromising endometrial tissue homoeostasis, ECM remodelling and fibrotic processes.

TGF-β signalling^111,112^ is a known regulator of alternative splicing, acting through pathways such as SMAD and PI3K/Akt/SRPK1^113–118^ to influence exon inclusion and exclusion. Our sc-RNAseq analysis revealed TGF-β signalling is strikingly upregulated in UF endometrium, with elevated expression of TGF-β receptors. Given the well-established elevation of TGF-β levels in UF tissues, our findings suggest that fibroids may serve as a source of TGF-β ligands, which in turn influence alternative splicing and transcript expression profile in endometrium.

To validate the role of alternative splicing in endometrial physiology, we examined transcript isoform changes in vitro using TGF-β treated THESC cells during decidualization. Long-read sequencing analysis identified DTU in genes regulating RNA splicing including hnRNP family, *RBM4* and *RBM39*, ECM organisation like *FN1*, *POSTN*, and immune response like *CD59*^119–124^. We showed a shift in isoform ratios for *HNRNP* genes, *FN1*, and *POSTN*, suggesting that TGF-β signalling may affect ECM remodelling and UF progression via directly influencing alternative splicing factors and subsequent splicing events.

The MEK/ERK (MAPK) pathway plays a critical role in uterine fibroid pathophysiology, particularly in mediating fibroid cell proliferation, extracellular matrix (ECM) deposition, and angiogenesis, all of which contribute to heavy menstrual bleeding (HMB). Several studies have demonstrated that growth factors highly expressed in fibroids, such as TGF-β, IGF, and PDGF, activate the MEK/ERK pathway, driving fibrotic and angiogenic changes that disrupt endometrial homoeostasis^83,84,95,125^. Our findings that blocking the TGF-β or MEK signalling cascade in murine menstruation model reduced blood loss indicates TGF-β-driven changes, particularly those affecting the ECM and vasculature, contribute to HMB through an ERK-dependent pathway.

Our findings have noticeable implications for potential UF treatment strategies. Given that ECM stiffness has been linked to alternative splicing through activation of Ser/Arg-rich spliceosome proteins^126^, targeting ECM remodelling and TGF-β-mediated splicing regulation may provide potential therapeutic avenues. Current antifibrotic approaches, such as collagenase treatment or inhibition of fibrotic gene expression, have been shown to reduce ECM density and fibroid cell proliferation^94^. Moreover, compounds such as epigallocatechin gallate (EGCG) from green tea, have been shown to reduce fibroid volume and improve HMB, potentially through targeting on fibrotic signalling pathways including TGF-β, β-catenin, JNK and AKT pathways which are involved in fibrotic progression^127^. Further studies should further explore the therapeutic potential of splicing modulators and antifibrotic agents in mitigating UF progression and associated symptoms.

## Supplementary information

Transparent Peer Review file

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

All raw and processed sequencing data associated with Figs. 1–5 and all Supplementary Figs. in this study are available in the NCBI’s Gene Expression Omnibus: bulk RNA Sequencing data (GSE199849) and single-cell RNA sequencing data (GSE220650) of patient samples applied to this study; Illumina short-read and ONT long-read RNA sequencing of in vitro THESC decidualization (GSE261366). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^128^ partner repository with the dataset identifier PXD051220. The source data for the graphs in Figs. 1–5 in the main manuscript can be found in the Supplementary Data 6.

# Supplementary material for: A systems-based approach to uterine fibroids identifies differential splicing associated with abnormal uterine bleeding
**Source:** Commun Med (Lond). 2025 Jul 31;5:318. doi: 10.1038/s43856-025-01051-x
**Supplement:** Supplementary file 2 — Supplementary information

## **A systems-based approach to uterine fibroids identifies differential splicing associated with abnormal uterine bleeding**

Chen-Yi Wang<sup>1\*</sup>, Martin Philpott<sup>1\*</sup>, Darragh P O'Brien<sup>2</sup>, Anne Ndungu<sup>3</sup>, Jessica Malzahn<sup>1</sup>, Marina Maritati<sup>1</sup>, Neelam Mehta<sup>1</sup>, Vicki Gamble<sup>1</sup>, Beatriz Martinez-Burgo<sup>3</sup>, Sarah Bonham<sup>2</sup>, Roman Fischer<sup>2</sup>, Kurtis Garbutt<sup>3</sup>, Christian M Becker<sup>3</sup>, Sanjiv Manek<sup>3</sup>, Adrian L Harris<sup>4</sup>, Frank Sacher<sup>5</sup>, Maik Obendorf<sup>5</sup>, Nicole Schmidt<sup>5</sup>, Jörg Müller<sup>5</sup>, Thomas M. Zollner<sup>5</sup>, Krina T Zondervan<sup>3</sup>, Benedikt M Kessler<sup>2</sup>, Udo Oppermann<sup>1</sup>, Adam P Cribbs<sup>1</sup>

### **LIST OF SUPPLEMENTARY MATERIALS**

- Supplementary Fig. 1** Overview of tissue collection in the study.
- Supplementary Fig. 2** Identification of fibroid-associated gene mutations using SureSelect targeted sequencing.
- Supplementary Fig. 3** Features and enriched pathways that highlight potential impacts of fibroid presence on endometrium.
- Supplementary Fig. 4.** Multi-omics analysis of myometrium and UFs.
- Supplementary Fig. 5** Proteomic data comparison of fibroid and myometrium tissues in patients with UFs.
- Supplementary Fig. 6** Multi-omics analysis of UFs.
- Supplementary Fig. 7** Sequence alignment, domain composition and predicted structures of TGFBR2 protein isoforms.
- Supplementary Fig. 8** Batch correction of the integrated data of healthy and UF endometrium.
- Supplementary Fig. 9** Quality check of the integrated data of healthy and UF endometrium.
- Supplementary Fig. 10** Differences of cell type composition between healthy and UF endometrium datasets at single cell level.
- Supplementary Fig. 11** Collagen and laminin signalling in healthy and UF endometrium at single cell level.
- Supplementary Fig. 12** Comparison of signalling pathways in healthy and UF tissues.
- Supplementary Fig. 13** Enriched pathways of genes involved in THESC decidualization process identified by using bulk short read and long read sequencing
- Supplementary Fig. 14** Enriched pathways of genes with alternative isoform usage identified in TGF- $\beta$  treated THESC during decidualisation.

**Supplementary Fig. 1: Overview of Tissue Collection in the Study.**

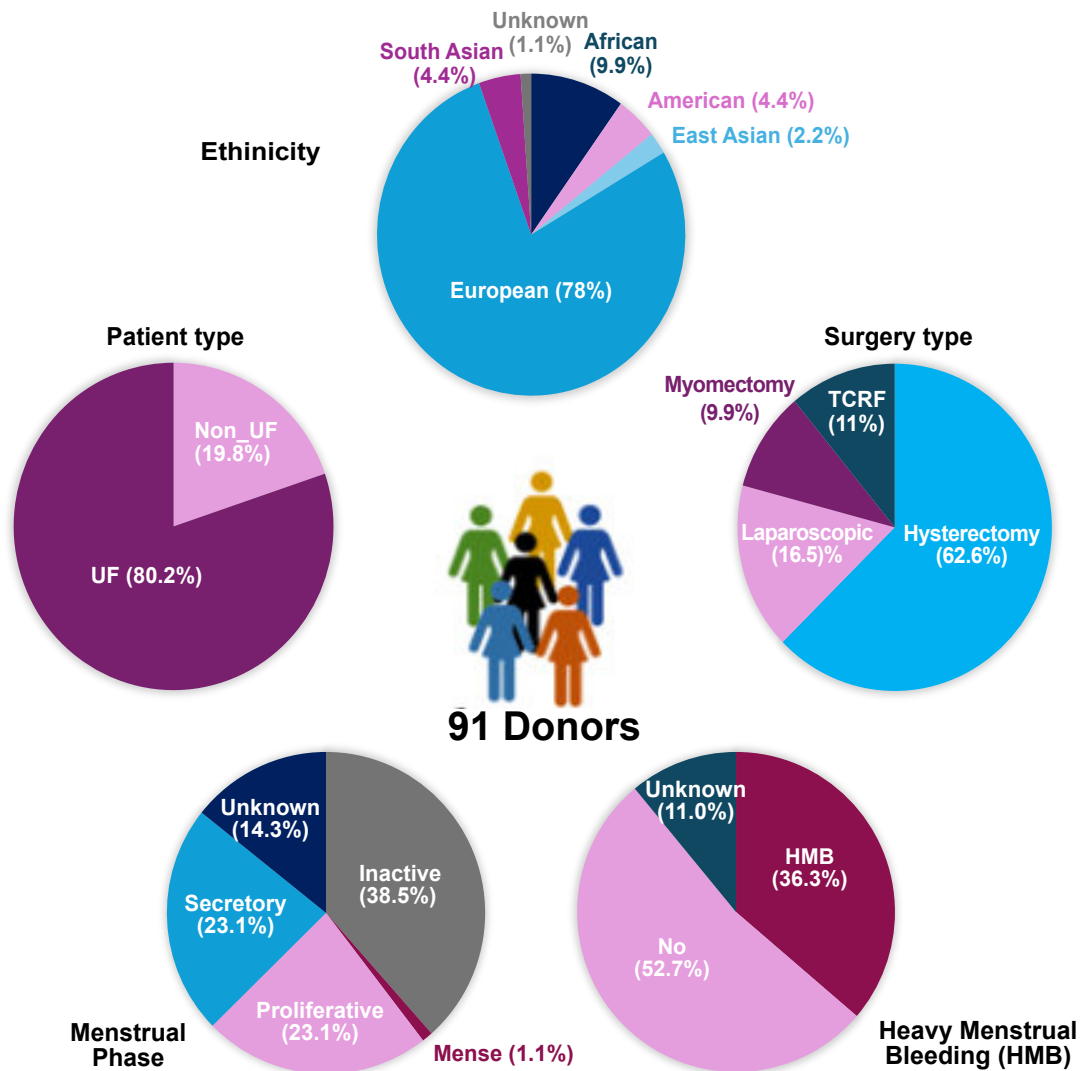

**Supplementary Fig. 1 Overview of Tissue Collection in the Study.** This schematic diagram illustrates the classification of the patient cohort based on the type of surgery undertaken, the distinction between patients with fibroids and control subjects without fibroids, the status of heavy menstrual bleeding (HMB), and the phase of the menstrual cycle.

**a**

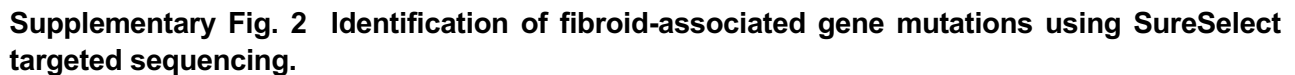

**a** Detected variants within fibroid-associated genes across sampled tissues, identified via SureSelect targeted sequencing. The predicted impact of each variant on protein-coding, as identified by SnpEff and the Ensembl Variant Effect Predictor, is classified as high (red), moderate (orange) or low (light orange). **b** Genomic locus of mutation hotspots identified in *COL4A6*, *AHR* and *CUX1*.

**Supplementary Fig. 3: Features and enriched pathways that highlight potential impacts of fibroid presence on endometrium.**

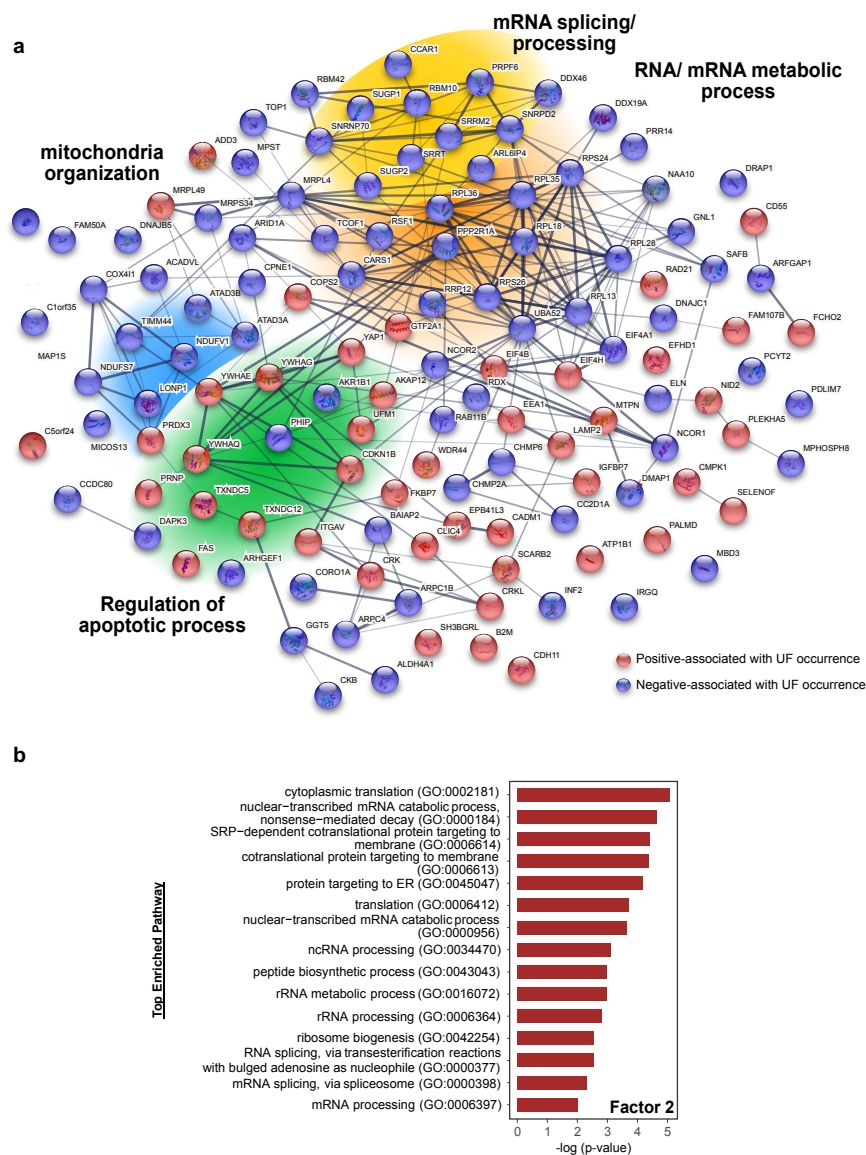

**Supplementary Fig. 3 Features and enriched pathways that highlight potential impacts of fibroid presence on endometrium. a** STRING diagrams elucidate features associated with Factor 2, providing insight into the molecular mechanisms underpinning the observed patterns. **b** Gene ontology pathway analysis highlights pathways that are associated with fibroid presence.

**Supplementary Fig. 4: Multi-omics analysis of myometrium and UFs.**

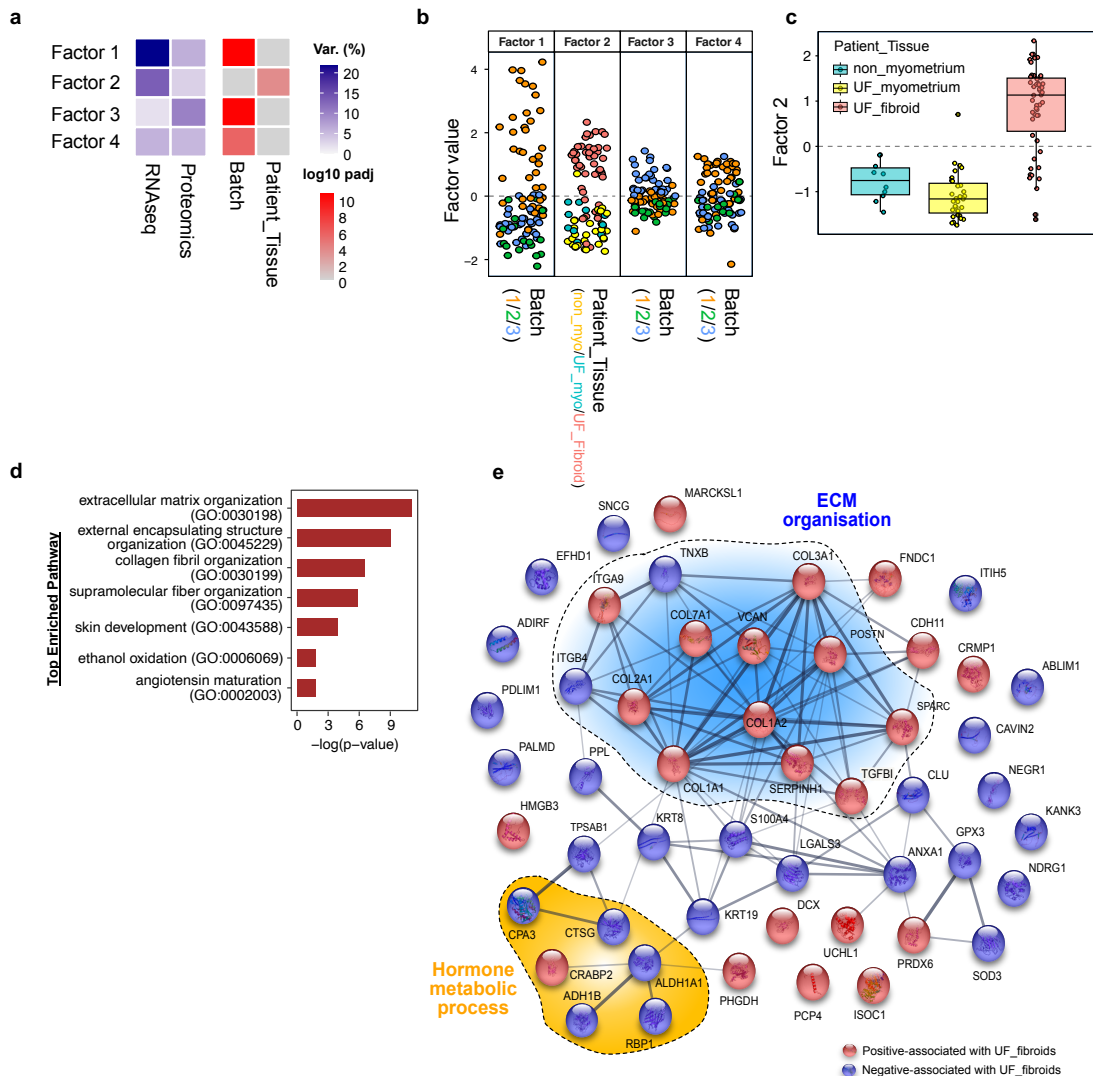

**Supplementary Fig. 4 Multi-omics analysis of myometrium and UFs**

**a** Left: The relative contribution of the transcriptomic and proteomic datasets to MOFA factors, expressed as a percentage of variance. Right: Correlation of variance with specified parameters ( $\log_{10} \text{padj}$ ). **b** Scatter plot illustrating the differentiation of sample groups in the indicated latent factor. The MOFA factor value represents the relative positioning of samples, where a higher absolute factor value suggesting a stronger effect. **c** Boxplots showing the distribution of sample groups in Factor 2 that correlates with tissue type. The centre line represents the median, the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles, and whiskers extend to 1.5 times the interquartile range. **d** Gene ontology pathway analysis highlighting enriched pathways identified in Factor 2. **e** STRING network diagrams of features associated with Factor 2.

**Supplementary Fig. 5: Proteomic data comparison of fibroid and myometrium tissues in patients with UFs.**

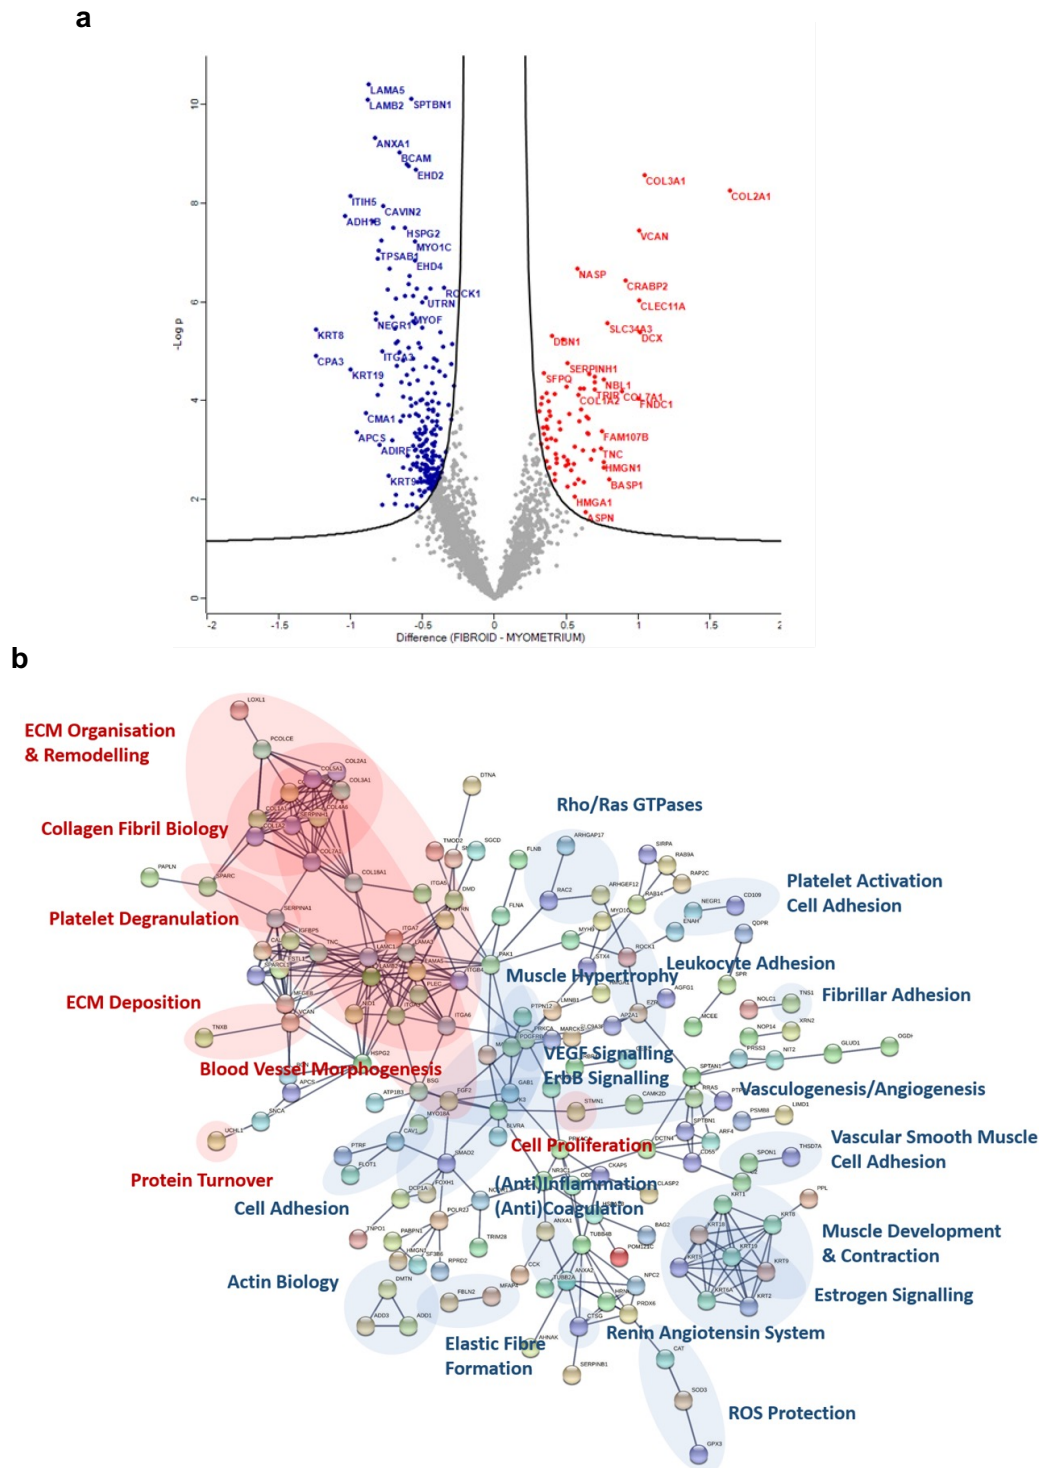

**Supplementary Fig. 5 Proteomic data comparison of fibroid and myometrium tissues in patients with UFs.** **a** Volcano plot of UF versus myometrium tissues at 1% FDR. Up-regulated proteins in UF compared to myometrial controls are coloured red, while their down-regulated counterparts are coloured blue. **b** STRING differential pathway analysis.

**Supplementary Fig. 6: Multi-omics analysis of UFs**

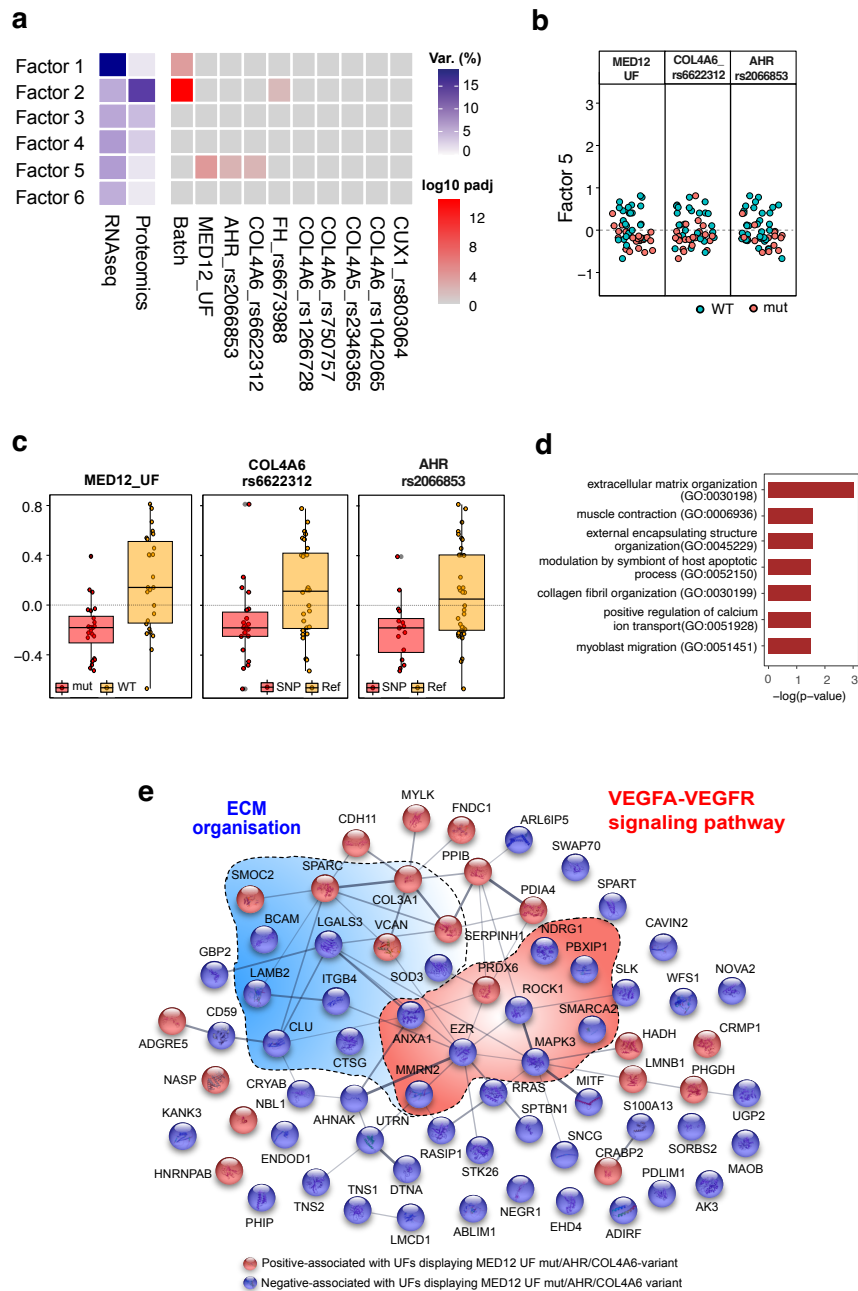

**Supplementary Fig. 6 Multi-omics analysis of UFs**

**a** Left: The relative contribution of the transcriptomic and proteomic datasets to MOFA factors, expressed as a percentage of variance. Right: Correlation of variance with specified parameters ( $\log_{10} \text{padj}$ ). **b** Scatter plot illustrating the differentiation of sample groups based on key clinical and genetic parameters, including *MED12* UF mutations (wt, n=26; mut, n=24), *COL4A6* rs6622312 (wt, n=28; mut, n=22), and *AHR* rs2066853 (wt, n=34; mut, n=16). MOFA factor values represent the relative positioning of samples, where a higher absolute factor value suggesting a stronger effect. **c** Boxplots showing the distribution of sample groups in Factor 5 that correlates with driver mutations. The centre line represents the median, the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles, and whiskers extend to 1.5 times the interquartile range. **d** Gene ontology pathway analysis highlighting enriched pathways identified in Factor 5. **e** STRING network diagrams of features associated with Factor 5.

Supplementary Fig. 7: Sequence alignment, domain composition and predicted structures of TGFBR2 protein isoforms

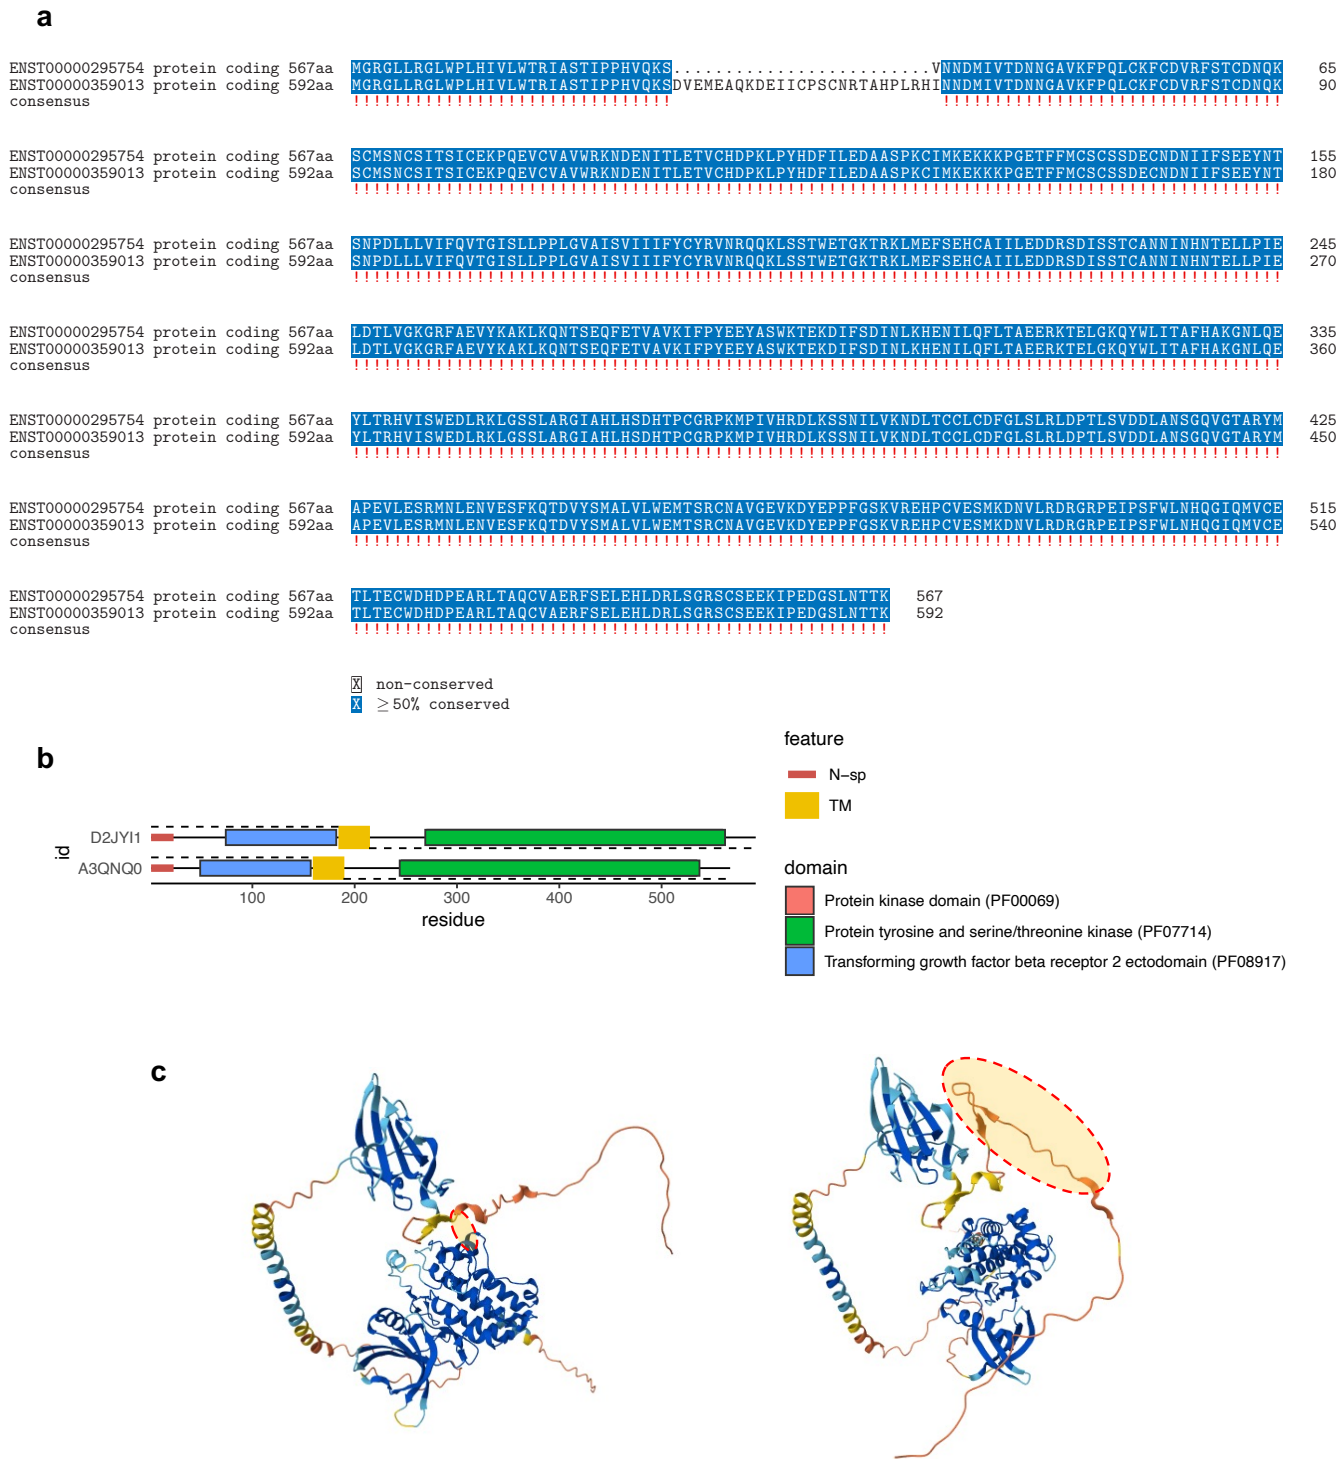

Supplementary Fig. 7 Sequence alignment, domain composition and predicted structures of TGFBR2 protein isoforms. **a** Protein sequence alignment. **b** conserved domain search and **c** predicted protein structures using AlphaFold 3.

**Supplementary Fig. 8: Batch correction of the integrated data of healthy and UF endometrium.**

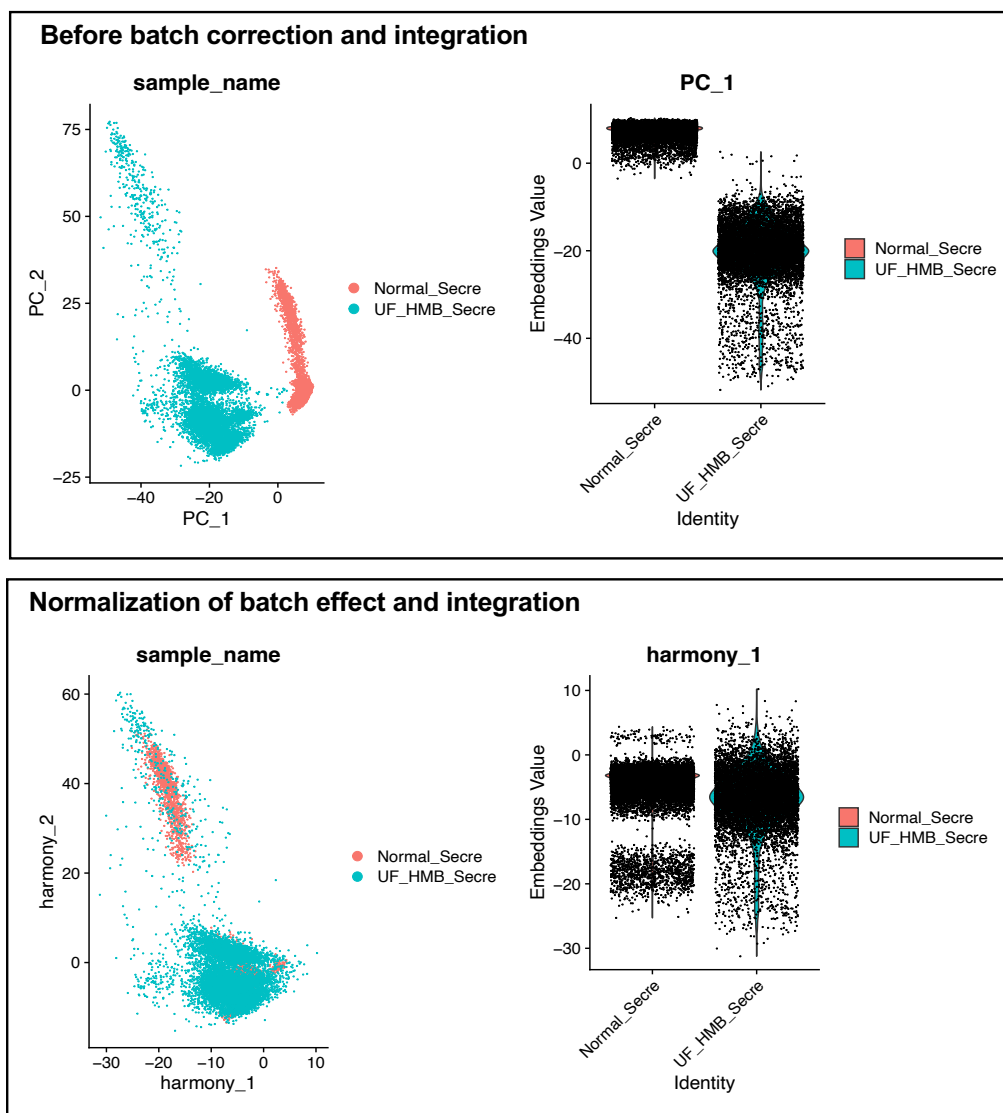

**Supplementary Fig. 8 Batch correction of the integrated data of healthy and UF endometrium.**

PCA plot in PC1-PC2 and the harmony embedding shows the batch effect normalization, before (upper panel) and after (bottom panel) the integration.

**Supplementary Fig. 9: Quality check of the integrated data of healthy and UF endometrium.**

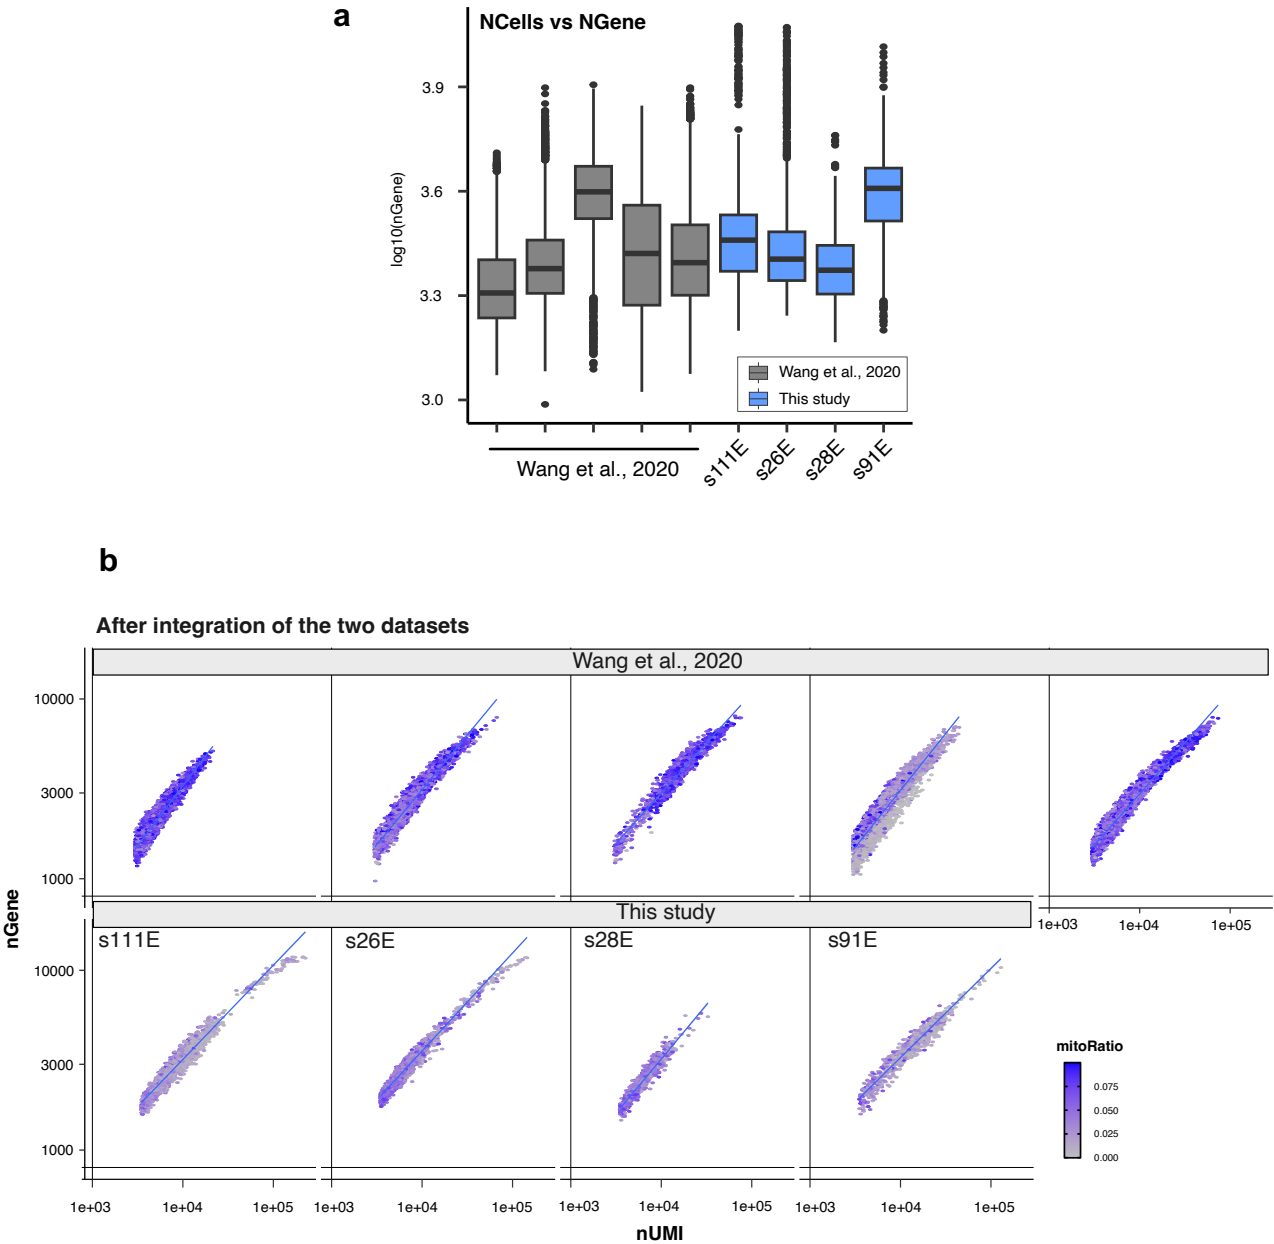

**Supplementary Fig. 9 Quality check of the integrated data of healthy and UF endometrium**  
**a** Boxplot of the gene distribution per cell in each sample. **b** Scatter plot of number of genes detected and number of UMIs per cell in each sample. Fraction of mitochondria reads was coloured in purple.

**Supplementary Fig. 10: Differences of cell type composition between healthy and UF endometrium datasets at single cell level.**

**a**

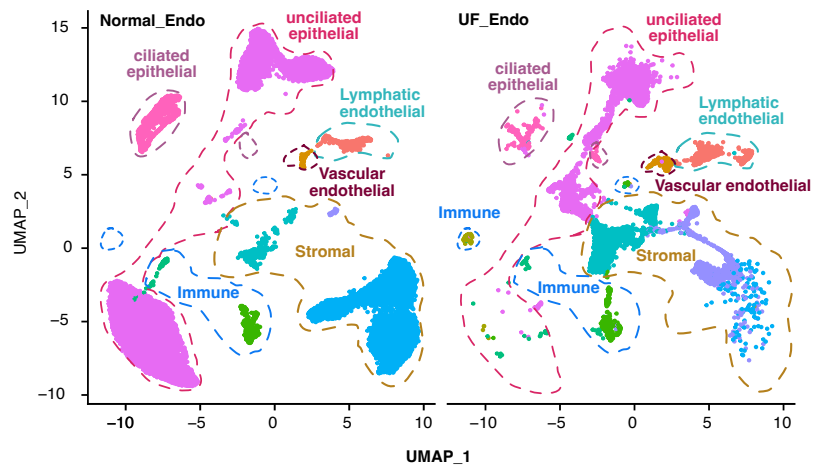

**b**

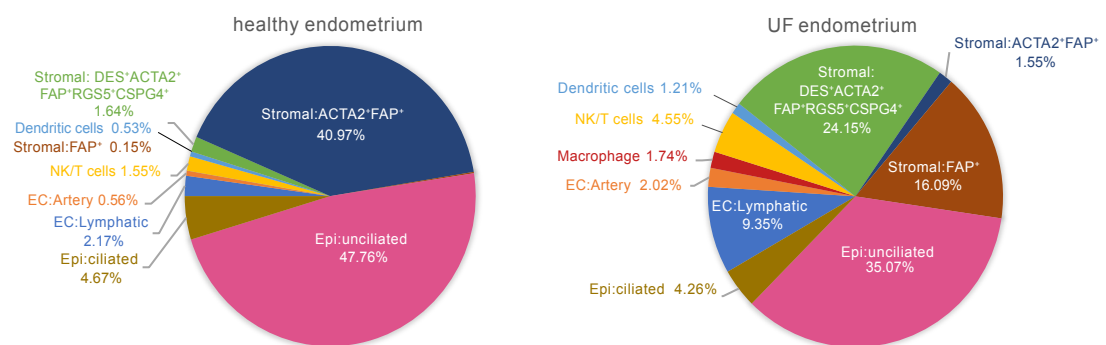

**Supplementary Fig. 10 Differences of cell type composition between healthy and UF endometrium datasets at single cell level. a** UMAPs of healthy (left) and UF HMB (right) endometrium, highlighting differences between disease and healthy endometrium tissue. **b** Percentage of annotated cell clusters in healthy (left) and UF (right) endometrium.

**Supplementary Fig. 11: Collagen and laminin signalling in healthy and UF endometrium at single cell level.**

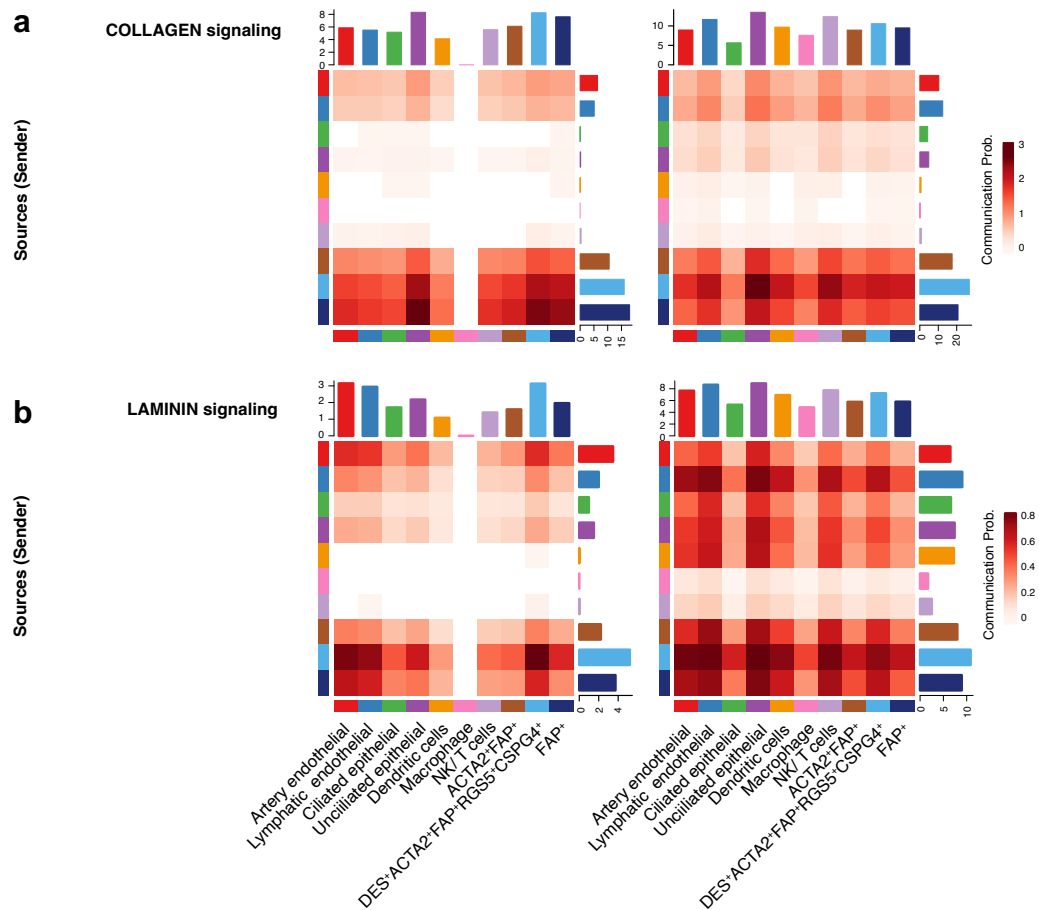

**Supplementary Fig. 11 Collagen and laminin signalling in healthy and UF endometrium at single cell level.**

Heatmap of **a** collagen and **b** laminin signalling between single cell clusters in control (left) and UF (right) endometrium are shown. The strength of interactions of ligand-expressing clusters (y-axis) and receptor-expressing clusters (x-axis) are presented in the heatmap. The bar plots represent the overall expression level of ligands (at the left side of the heatmap) or receptors (at the top of the heatmap) in the corresponding clusters.

**Supplementary Fig. 12: Comparison of signalling pathways in healthy and UF tissues.**

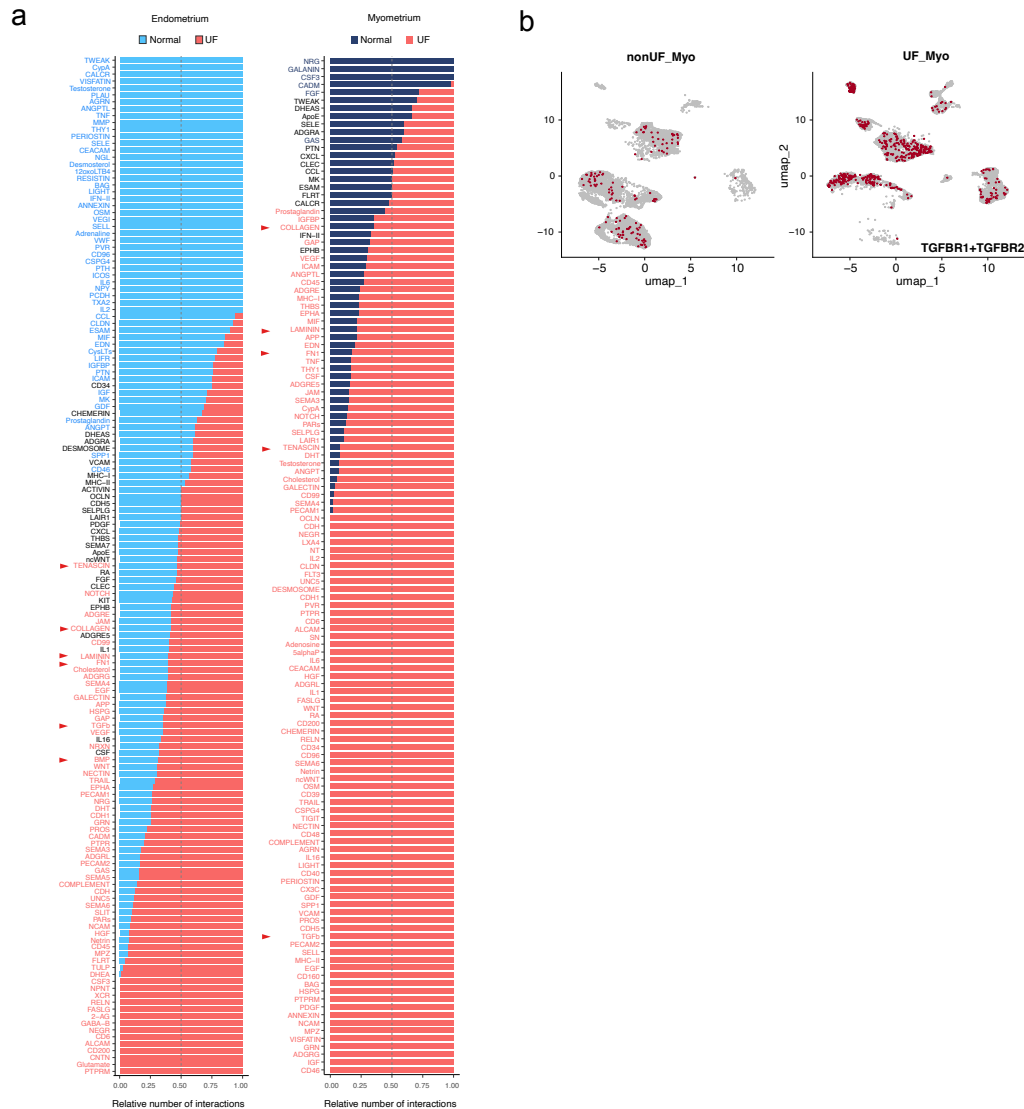

**Supplementary Fig. 12 Comparison of signalling pathways in healthy and UF tissues.**

**a** Stacked barplot showing relative ratio of interactions in each signalling pathway predicted in the endometrium (left) and myometrium (right) obtained from normal (blue) and UF (red) donors. Triangles in red highlight the signalling pathways known to be elevated in leiomyoma.

**b** Feature plot showing the expression of *TGFBR1* and *TGFBR2* in normal (left) and UF (right) myometrium.

**Supplementary Fig. 13: Enriched pathways of genes involved in THESC decidualization process identified by using bulk short read and long read sequencing.**

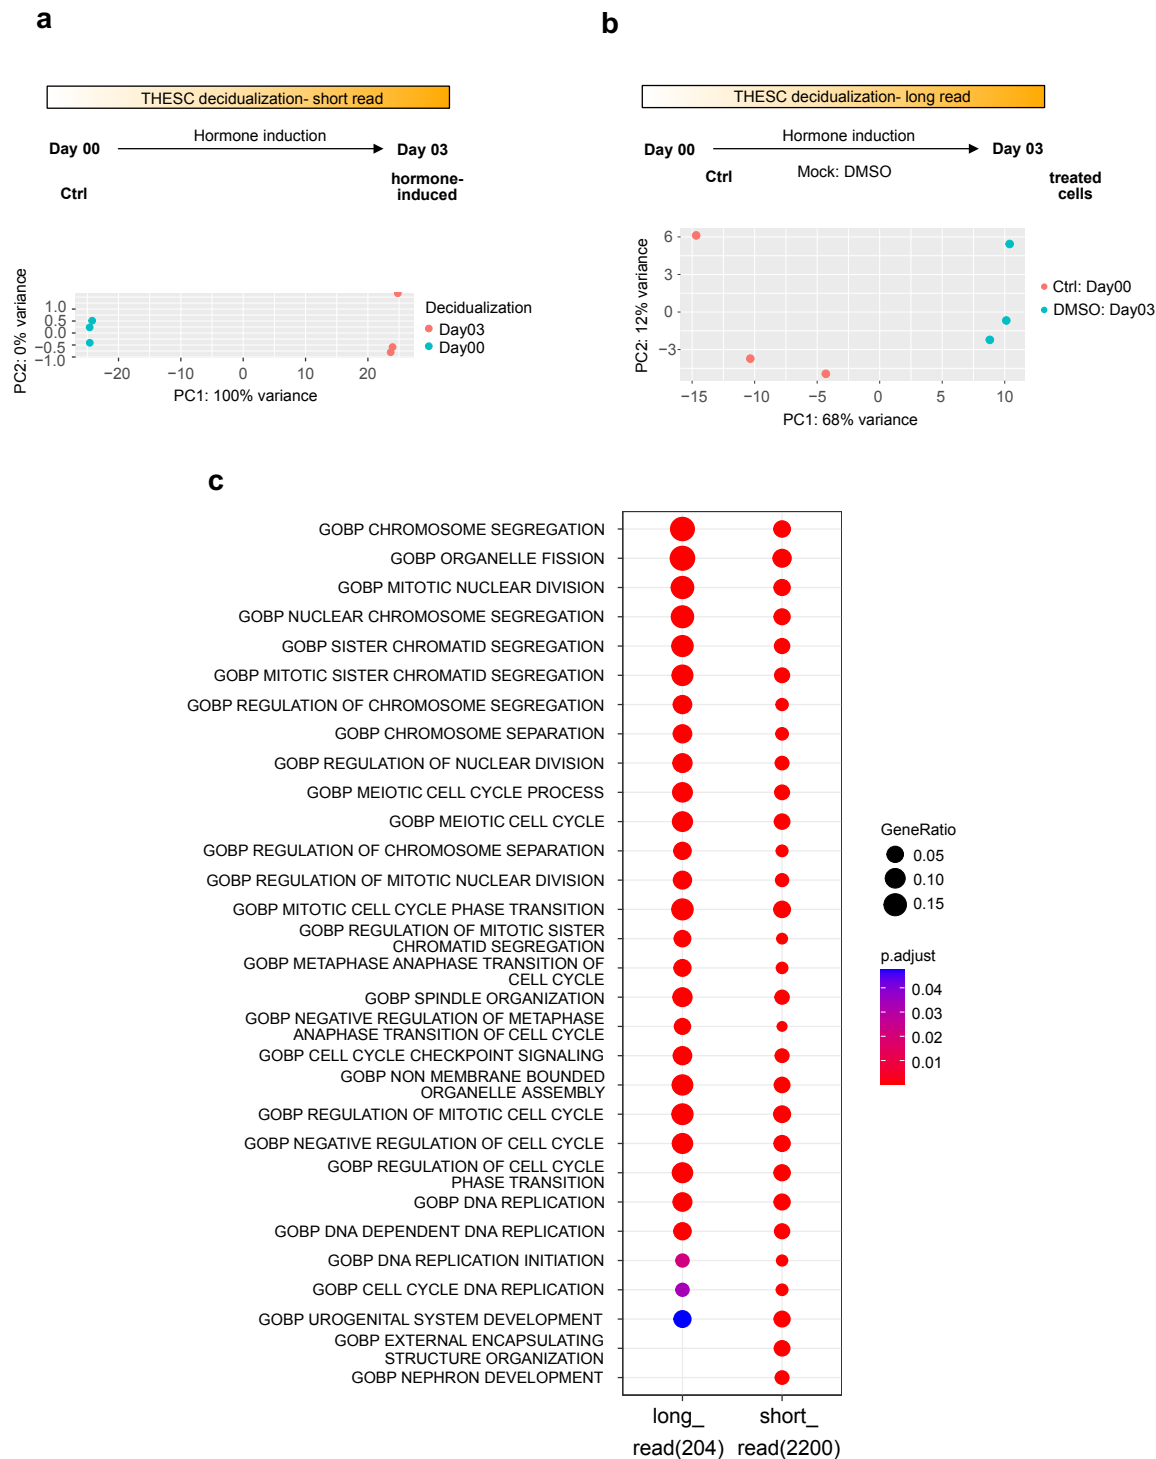

**Supplementary Fig. 13 Enriched pathways of genes involved in THESC decidualization process identified by using bulk short read and long read sequencing.** PCA plots of THESC decidualization in **a** Illumina short read RNA sequencing and **b** Nanopore long read sequencing. **c** Dot plot of the enriched pathways in the decidualization by GSEA analysis using MSigDB C5 GO:BP database.

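The principal components rest on the 500 genes with the highest variance after DESeq2's variance-stabilizing transformation. In the short reads, the first component held 99.5% of the variance and separated Day 0 from Day 3. In the long reads of Ctrl and DMSO, the first component held 58.0% and the second 17.5%, where the paper's plot gives 68% and 12%. The MCM genes of the replicative helicase were among those that fell on Day 3 in the short reads, with *MCM7* at −3.31 (standard error 0.07, edgeR adjusted p = 8.76e-17), as did *TPX2*, a spindle assembly factor, at −3.70 (standard error 0.06, edgeR adjusted p = 1.10e-17). In the long reads *CENPW*, a centromere protein, had a log_2_FC of −2.11 (standard error 0.31, edgeR adjusted p = 4.08e-04). From an enrichment analysis of GO:BP terms in such comparisons, the paper states that pathways of cell cycle regulation and chromosome segregation were enriched on both platforms. The GO:BP terms were not tested here, and hand-written gene lists took their place.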

**Supplementary Fig. 14: Enriched pathways of genes with alternative isoform usage identified in TGF- $\beta$  treated THESC during decidualisation.**

**a** TGF- $\beta$  vs DMSO

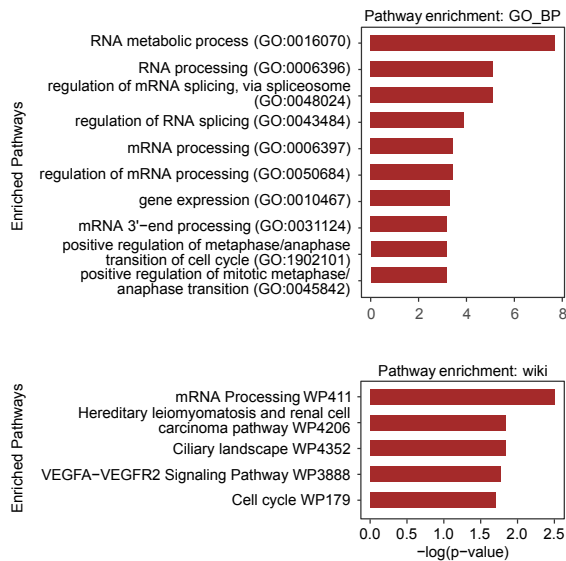

**b** TGF- $\beta$ +MEKi vs TGF- $\beta$

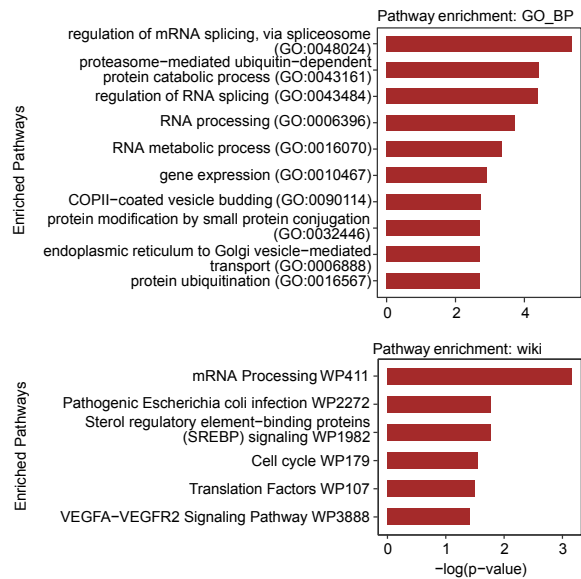

**Supplementary Fig. 14 Enriched pathways of genes with alternative isoform usage identified in TGF- $\beta$  treated THESC during decidualisation.**

**a** Comparison between DMSO vs TGF- $\beta$  treatment. **b** TGF- $\beta$  vs MEKi + TGF- $\beta$  using GO-BP database (upper panel) or wiki pathway database (bottom panel).

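The lists of splicing genes show what these comparisons hold at the level of gene totals. Of 40 SR proteins and other splicing regulators, none was higher or lower with TGF-β+MEKi than with TGF-β (also none adjusted over the list alone), with a median log_2_FC of −0.18 and a camera adjusted p of 0.211. *SRSF1*, an SR protein, had a log_2_FC of −0.69 (standard error 0.33, edgeR adjusted p = 0.310). Of 25 genes of the hnRNP family, *HNRNPA2B1* was lower and *RALY* higher (2 and 1 adjusted over the list alone), with a camera adjusted p of 0.197. The call of *HNRNPA2B1* was lost without TGF-β replicate 1 or 2 or TGF-β+MEKi replicate 1 or 2. *RALY*, at 1.22, lost its call with no filter, with limma-voom, without any of the TGF-β replicates and without TGF-β+MEKi replicate 1 or 2. *RBM4* had a log_2_FC of 0.27 (standard error 0.25, edgeR adjusted p = 0.702) and *RBM39* had 0.01 (standard error 0.29, edgeR adjusted p = 0.995). These lists were fixed by hand and are not the terms of the figure, which rest on isoform usage.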

# Supplementary material for: A systems-based approach to uterine fibroids identifies differential splicing associated with abnormal uterine bleeding
**Source:** Commun Med (Lond). 2025 Jul 31;5:318. doi: 10.1038/s43856-025-01051-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

2

3

4 **File name-** Supplementary Data 1

5 **File description-** Clinical information of 91 donors in this study

6 **File name-** Supplementary Data 2

7 **File description-** Identified variants with predicted impacts on protein function

8 **File name-** Supplementary Data 3

9 **File description-** Samples used in MOFA analysis

10 **File name-** Supplementary Data 4

11 **File description-** Transcriptomics and Proteomics data for MOFA analysis

12 **File name-** Supplementary Data 5

13 **File description-** Panel for targeted sequencing of fibroids

14 **File name-** Supplementary Data 6

15 **File description-** Source data for graphs in Figs 1-5 in the main manuscript

How the deposited data were processed for this re-analysis (not part of the article)

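The data are RNA-seq counts per gene from THESC cells, in 6 short-read libraries of 2 groups (Day 0 and Day 3 of decidualization) and 15 long-read libraries of 5 groups (Ctrl, DMSO, TGF-β, MEKi and TGF-β+MEKi), 3 libraries per group. For the short reads, the authors deposited raw counts and TPM values per Ensembl gene. The methods give FastQC 0.11.9, kallisto 0.46.0 on hg38 and DESeq2 1.35.0 for bulk RNA-seq. The counter behind the whole-number counts and its annotation are not given in the sources used here, and 1190 genes have a TPM above 0 and no count. For the long reads, the authors deposited raw counts per gene, made with the counting step of TallyTriN after base calling with Guppy. The methods give Minimap2 on hg38 for the isoform analysis. The aligner and annotation behind the gene counts are not given in the sources used here. Isoform counts were a separate step of the study and were not analysed here.

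The short-read table holds 19922 genes, 3350 of them at 0 in every library, and the long-read table 16822, of which 457 are at 0 throughout. Symbols were matched by Ensembl ID in the GENCODE annotation, release 44, for 19831 and 16030 IDs, and positions and transcripts are from that release on GRCh38. The paper's isoform analysis used an earlier GENCODE release, so transcript names may differ. In the TPM table 156 IDs are repeated under several symbols and were used once each.

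Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F test, Benjamini-Hochberg adjustment over the genes kept). The short reads were fitted alone, and the 15 long-read libraries were fitted together, with a contrast for each of 6 comparisons. Alternatives used DESeq2 1.42.0 and limma 3.58.1. They were another normalization (DESeq2's size factors, or library totals alone), another test (DESeq2, limma-voom), no filter or at least 10 counts in every library, only the groups in the contrast, the replicate number as a block, and each library left out in turn. For the short reads, counts thinned to the median long-read total and limma on log2(TPM + 1) or log2(TPM + 0.1) were added, with and without a minimum TPM of 1 in 3 libraries. Principal components used 500 genes after DESeq2's variance-stabilizing transformation. Bootstrap intervals are 95% intervals from 10000 resamples of genes, so they show the spread between genes and not that between libraries.

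Library totals run from 875289 to 15277730 counts in the long reads, against 15156599 to 17739511 in the short reads. Replicate libraries of a group differed by more than counting error, with a chi-square per degree of freedom of 4.69 to 30.8 in the long reads and 1.92 to 7.45 in the short reads, so no library was counted as a copy of another. A group with no count is given a floor of 3 counts over the group. The pipeline was tested on simulated data with 200 changed genes per comparison.

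The genes named were fixed by rule: per comparison the 12 largest increases and 12 largest decreases among called genes whose groups do not overlap and whose mean count is at least 20, the genes the study names for THESC with the TGF-β receptors and ligands and decidual markers, and up to 4 members per list with the smallest adjusted p. Other genes named, such as the few members of a list that moved apart from the rest, were chosen after their values were seen. The 19 gene lists, all fixed before the data were examined, cover mitosis and chromosome segregation, DNA replication, decidualization markers, progestin and glucocorticoid targets, TGF-β targets, contractile and myofibroblast genes, extracellular matrix, the hnRNP family, SR proteins and other splicing regulators, MEK/ERK targets, angiogenesis and VEGF genes, the TGF-β superfamily, prostaglandin, progesterone and FGF signalling, cholesterol synthesis, the interferon response, epithelial, endothelial and immune markers, and mitochondrially encoded genes. They were tested with camera at a preset correlation of 0.01, with the estimated correlation and fry as alternatives.

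Replicate numbers were checked for pairing by the correlation of deviations from group means. In TGF-β+MEKi against MEKi, all 3 pairs exceeded 0.1 (0.183, 0.424 and 0.245), so the numbers may pair the libraries there. The main tests, that of the interaction included, do not use the numbers. The replicate block is a single factor over all long-read libraries, so it is not a paired test of that comparison alone. With the replicate block that comparison called 0 genes by edgeR (377 at an unadjusted p under 0.05), as it did without it (403, with 1 by DESeq2 and 0 by limma-voom). The patient tissue, single-cell, proteomic and mouse data of the study were not analysed here.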

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

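The tests on long-read depth, on reads given the wrong barcode, on too few libraries, on unequal DMSO depth and on fewer dividing cells, and those on genes chosen by the long reads, on the ratio over genes of mitosis and on splits by the pairs they part, were chosen only after the result was seen.

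The paper reports isoform usage but no gene totals for the MEKi groups. MEKi against DMSO called 620 genes and TGF-β+MEKi against TGF-β called 557 (edgeR). The contractile list was higher in both, with camera adjusted p of 2.14e-22 and 1.76e-24. Reads shared between actin copies would leave no difference without them, but the list without its actin genes had a larger adjusted p of 2.56e-14 (0.00356 with an estimated correlation). Unequal depth of the DMSO libraries is argued against by 1.76e-24 in the comparison that holds no DMSO library. Fewer dividing cells were to raise the list in DMSO against Ctrl too, where its median log_2_FC was 0.0174 (95% bootstrap interval −0.39 to 0.10), against 0.93 with MEKi (0.67 to 1.58). DMSO and Ctrl also differ by 3 days of hormones and cAMP, so this cannot decide, and fewer dividing cells stay open. The higher contractile list may be an effect of MEK inhibition, a hypothesis found and tested on the same libraries.

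In a test of the difference between groups itself, the effect of TGF-β on the matrix list was lower with MEKi than without by camera (adjusted p of 0.0342), and this call was not stable. It was lost with an estimated correlation (adjusted p = 0.719), with fry and without DMSO replicate 3, TGF-β replicate 1, MEKi replicate 1 or 2, or TGF-β+MEKi replicate 3, and ranged from 0.00708 to 0.719 over its alternatives. No gene of the list was called by edgeR in that contrast.

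How much smaller the changes during decidualization were in the long reads depended on the genes chosen. The median ratio of long-read to short-read log_2_FC was 0.330 over 1216 genes past the study's threshold in the short reads (95% bootstrap interval 0.293 to 0.354) and 0.834 over 183 past it in the long reads (0.704 to 0.923), where choosing genes by a value in the ratio moves it. Over 54 genes of mitosis, a list fixed before the data were examined, it was 0.461 (0.422 to 0.507). Long-read depth, or poor capture of long transcripts, was to leave a ratio above 0.8 in genes with high counts or short transcripts. For genes chosen by their change both stay open, since the ratio lies on either side of 0.8 with the choice. With a mean of at least 100 counts the ratio was 0.347 (0.273 to 0.376) in 328 genes chosen by the short reads and 0.839 (0.662 to 0.904) in 86 chosen by the long reads. With a longest transcript of at most 2 kb as well, it was 0.381 (0.276 to 0.468) in 83 and 0.844 (0.646 to 1.07) in 28. For genes of mitosis, the ratio was 0.421 (0.378 to 0.505) in 20 with such counts. That mean is over raw counts, and DMSO replicate 3 was the deepest library at 15277730 counts. Genes can thus pass mainly through 1 Day 3 library, so long-read depth stays open for genes of mitosis too. Poor capture of long transcripts as the whole cause is argued against, in these libraries, by 0.481 (0.381 to 0.654) in 11 genes of mitosis with a longest transcript of at most 2 kb. The intervals come from resampling genes that share the same libraries, so they leave out the spread between libraries. Reads given the wrong barcode would hold genes of mitosis up in every library, but their median log_2_FC was −2.76 with MEKi against DMSO (−3.36 to −1.93; −2.13 with genes at 0 set at their bound). No biological explanation was tested, and what else differs between the platforms' libraries stays open.

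No gene passed the test between TGF-β and DMSO by edgeR (635 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma-voom). MEKi against DMSO, with as many libraries, had 397 genes past the study's threshold. That argues against too few libraries or reads only where a similar number of genes change. If 1 library apart from the rest hid changes, leaving it out was to give calls, but edgeR called 0 genes whichever of the 6 libraries was left out. Fewer libraries also make calls harder, so this cannot decide, and 1 library apart from the rest stays open. Large changes of a few genes stay open, since edgeR called 36%, 50% and 72% of 50 simulated genes changed by 1.5, 2 and 3 on the log2 scale in this comparison. Small changes stay open too, since it called 6% of 50 simulated genes changed by 1.

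Other splits of the libraries, fitted with only the groups in the contrast, are too few for a share under 0.05, with 10 per comparison. The real split called 9961 genes in the short reads (highest other 0), 267 for DMSO against Ctrl (0), 720 for TGF-β+MEKi against TGF-β (0) and 523 for MEKi against DMSO (0), so 1 split of 10 was as large in each. For mitosis the camera p of the real split was 2.97e-98 in the short reads (next 4.01e-15) and 5.47e-45 in the long reads (2.73e-11), and for replication 3.40e-45 (3.01e-11) and 1.67e-18 (1.39e-08). For TGF-β against DMSO the real split and every other called 0 by edgeR. For TGF-β+MEKi against MEKi the real split called 0 and the highest other 8, and for the interaction the real one called 0 and the highest other 62. With a real count of 0 every split is as large by construction (10 of 10, 10 of 10 and 100 of 100), which says nothing about chance. Whether the counts of 8 and 62 reflect a structure of the samples was not tested. Both come from splits that part 1 of the 3 replicate pairs of MEKi and TGF-β+MEKi, while the real split parts all 3. Of the splits that part 1 pair, 1 of 6 called any gene for TGF-β+MEKi against MEKi and 3 of 58 for the interaction. Of the splits that part all 3, the real one included, 0 is the highest count for TGF-β+MEKi against MEKi (4 splits) and 1 for the interaction (42 splits, 1 with any call).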

How the results depend on the processing

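Named genes were followed with DESeq2's size factors, DESeq2, limma-voom, no filter, only the groups in the contrast, the replicate block and each library left out. Lists were followed with DESeq2's size factors, the replicate block, an estimated correlation, fry and each library left out. No result called in the main run or the alternative changed direction, among 652 values of named genes and 129 of lists. Changes of direction in results called in neither were not counted. Of the called named genes, 108 of 109 in the short reads, 28 of 55 for DMSO against Ctrl, 46 of 67 for MEKi against DMSO and 50 of 63 for TGF-β+MEKi against TGF-β passed the test under every setting run for genes that gave a value. Mitosis and replication during decidualization are left out of the list counts. Among 129 list values, called or not, camera with an estimated correlation lost 18 calls and gained none, and fry lost 2 and gained 15. Leaving out 1 library lost 27 calls and gained 7 among 888 such values. In the main run 7 lists were called in the short reads and 9 for DMSO against Ctrl. For MEKi against DMSO and TGF-β+MEKi against TGF-β 9 each were called. Of these, 2, 6, 4 and 5 kept their call in every setting run for lists, and the 1 called in the interaction did not. In simulations of DMSO against Ctrl, false calls were 4 of 106 by edgeR, 15 of 131 by DESeq2 and 25 of 139 by limma-voom. For MEKi against DMSO they were 4 of 92, 21 of 128 and 6 of 91. Counts of called genes in the data moved as follows, and the cause was not tested. Genes called for DMSO against Ctrl (351, and 192 at the study's threshold) were 661 and 351 with no filter, 674 and 298 by DESeq2, 818 and 417 by limma-voom (42.3% of calls higher, against 54.7%), and 68 at the threshold with at least 10 counts in every library. With 1 library left out they ranged from 152 to 494 (the highest without Ctrl replicate 3), and from 101 to 277 at the threshold. For TGF-β against DMSO DESeq2 called 1, and 1 at the threshold. With at least 10 counts in every library, which tests fewer genes, TGF-β+MEKi against TGF-β called 366 and 110, and MEKi against DMSO 401 and 119. MEKi against DMSO called 933 by DESeq2 and 941 by limma-voom. With 1 library left out these ranged from 341 to 388 and from 358 to 581. For TGF-β+MEKi against MEKi 7 were called with no filter, 6 at the threshold, and 1 by DESeq2, 1 at the threshold. The interaction called 1 with no filter, and 1 at the threshold. The first component held 98.8% of the short-read variance with log2 CPM, 91.9% with all genes, 99.7% with rlog and 99.6% to 99.8% with 1 library left out, and 44.5%, 38.8%, 63.6% and 59.3% to 65.6% of the long-read variance. The short- and long-read correlation ranged from 0.324 to 0.387 with 1 library left out.

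With the replicate block, 9709 genes were called in the short reads (2191 at the threshold), 285 for DMSO against Ctrl (157), 505 for TGF-β+MEKi against TGF-β (342) and 569 for MEKi against DMSO (362), and 0 by edgeR in the other comparisons. Outside TGF-β+MEKi against MEKi the samples share only a number: the pair correlations were −0.211, −0.448 and −0.590 in the short reads, 0.0204, −0.174 and 0.0210 for DMSO against Ctrl, 0.0601, 0.0330 and 0.107 for TGF-β against DMSO (where all 3 were best with their own number), −0.0793, 0.100 and −0.270 for TGF-β+MEKi against TGF-β, and −0.181, 0.148 and 0.196 for MEKi against DMSO. The block changed the call of no list, and for mitosis and replication the camera adjusted p was 1.20e-92 and 3.05e-43 in the short reads and 2.40e-29 and 5.54e-14 in the long reads.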

Differences from the paper's values

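Fig. 5a shows no bar of *HNRNPA2B1* isoforms for TGF-β+MEKi, where the gene had 927 to 1378 counts per library. The paper names transcript ENST00000553444 with another number than GENCODE release 44, which names it *HNRNPC-205*. The paper's isoform analysis used an earlier GENCODE release, whose names were not examined here, so this need not be a discrepancy.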

Other observations

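Some genes of prostaglandin signalling and decidualization also moved with MEKi. Of 11 genes of prostaglandin, progesterone and FGF signalling, *PTGDS*, a prostaglandin D synthase, had a log_2_FC of 3.00 (standard error 0.47, edgeR adjusted p = 2.64e-04) with TGF-β+MEKi against TGF-β, where 2 were higher and 2 lower (3 and 2 adjusted over the list alone), and 2.20 (standard error 0.46, edgeR adjusted p = 0.00443) with MEKi against DMSO, where 3 were higher and 1 lower (3 and 3). The camera adjusted p of that list was 0.466 and 0.579. *CLU*, the chaperone clusterin and a decidualization marker, had 2.87 (standard error 0.32, edgeR adjusted p = 6.33e-06) with MEKi against DMSO and 2.66 (standard error 0.32, edgeR adjusted p = 1.19e-05) with TGF-β+MEKi against TGF-β. *HSD11B1* was lower there at −2.67 (standard error 0.53, edgeR adjusted p = 0.00294). Of 15 decidualization markers, 5 were higher and 1 lower with MEKi (7 and 1 adjusted over the list alone; camera adjusted p of 2.94e-05, 0.00356 with an estimated correlation) and 3 higher and 1 lower with TGF-β+MEKi (5 and 1; 2.20e-04 and 0.00653).

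During decidualization, the camera adjusted p of the other lists in the short reads was 0.118 for TGF-β targets, 0.783 for contractile genes, 0.553 for angiogenesis, 0.104 for the TGF-β superfamily, 0.749 for cholesterol synthesis, 0.783 for the interferon response, 0.248, 0.783 and 0.456 for epithelial, endothelial and immune markers and 0.162 for mitochondrially encoded genes. It was 0.0226 for prostaglandin signalling and 0.0228 for splicing regulators (adjusted p = 0.160 and 0.535 with an estimated correlation). In the long reads it was 0.00180 each for TGF-β targets, angiogenesis and cholesterol synthesis (adjusted p = 0.0444, 0.0444 and 0.0196 with an estimated correlation) and 0.00452 for the hnRNP family (0.0475). *SERPINE1*, an inhibitor of plasminogen activation, had a log_2_FC of 2.13 (standard error 0.22, edgeR adjusted p = 1.23e-05), and *ANGPT1*, a ligand of the TIE2 receptor, had 2.57 (standard error 0.34, edgeR adjusted p = 1.98e-04). It was 0.0465 for MEK/ERK targets and 0.00207 for mitochondrially encoded genes, calls lost with an estimated correlation (adjusted p = 0.149 and 0.287). It was 0.181 for contractile genes, 0.154 for splicing regulators, 0.575 for the TGF-β superfamily, 0.11 for prostaglandin signalling, 0.805 for the interferon response and for epithelial markers, 0.504 for endothelial and 0.993 for immune markers.

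With MEKi against DMSO the camera adjusted p was 1.89e-07 for replication (0.00356 with an estimated correlation), and 0.00576 for epithelial markers and 0.0360 for the 1 immune marker tested, *CD68*, both lost with an estimated correlation (adjusted p = 0.152 and 0.104). Progestin targets had 0.0360 there and 0.0389 with TGF-β+MEKi (adjusted p = 0.179 and 0.232 with an estimated correlation). The interferon response, cholesterol synthesis, endothelial markers and TGF-β superfamily had 0.541, 0.897, 0.457 and 0.772 with MEKi and 0.566, 0.408, 0.452 and 0.939 with TGF-β+MEKi. With TGF-β+MEKi against MEKi no list was called, the smallest camera adjusted p being 0.0538 for contractile genes and for replication. Without MEKi replicate 2 these were called at 0.0265 and 0.0325, and cholesterol synthesis at 0.0398 (0.153 with all libraries).

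The effect of TGF-β without MEKi and that with MEKi, which share no library, had a Pearson r of 0.0673 and a Spearman rho of 0.131 across 9777 genes, which are not independent replicates. At an unadjusted p under 0.05 in both, 44 genes stood where independent lists would share 26.2, and 36 had the same sign. Both effects came from the same fit, so these lists are not fully independent. Over all 15 long-read libraries the first component held 63.9% of the variance and placed MEKi at 20.7 ± 3.44 and TGF-β+MEKi at 22.0 ± 0.896, apart from DMSO at −11.7 ± 1.29, TGF-β at −10.0 ± 0.610 and Ctrl at −20.9 ± 1.09 (SD, n = 3 each).

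Some genes that were abundant in the short reads on Day 3, decidual ones among them, had few long-read counts, and they were chosen after their values were seen. Of 2141 genes with at least 100 CPM there, 2093 are in the long-read table. *IGFBP1*, at 719 CPM in the short reads, had 0 counts in all 15 long-read libraries. *WNT4*, at 148 CPM, had 5 counts over the DMSO libraries and 3 over those with TGF-β+MEKi. *PRL*, below that level at 10.5 CPM, had 6 counts with MEKi, 15 with TGF-β+MEKi and 0 in the other groups. Low long-read counts were not limited to Day 3. *STC1* had 25764 counts over the short-read Day 0 libraries and 11 over the Ctrl libraries. On Day 0 *TGFB1* was at 179 CPM in the short reads and 2.02 in the long reads, while *RBM4* was at 11.3 and 98.6.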
